# Propionate and butyrate counteract renal damage and progression to chronic kidney disease

**DOI:** 10.1093/ndt/gfae118

**Published:** 2024-05-24

**Authors:** Viviana Corte-Iglesias, Maria Laura Saiz, Ana Cristina Andrade-Lopez, Nuria Salazar, Cristian Ruiz Bernet, Cristina Martin-Martin, Jesús Martinez Borra, Juan-Jose Lozano, Ana M Aransay, Carmen Diaz-Corte, Carlos Lopez-Larrea, Beatriz Suarez-Alvarez

**Keywords:** acute kidney injury, AKI-to-CKD transition, fibrosis, inflammation, short-chain fatty acids

## Abstract

**Background:**

Short-chain fatty acids (SCFAs), mainly acetate, propionate and butyrate, are produced by gut microbiota through fermentation of complex carbohydrates that cannot be digested by the human host. They affect gut health and can contribute at the distal level to the pathophysiology of several diseases, including renal pathologies.

**Methods:**

SCFA levels were measured in chronic kidney disease (CKD) patients (*n* = 54) at different stages of the disease, and associations with renal function and inflammation parameters were examined. The impact of propionate and butyrate in pathways triggered in tubular cells under inflammatory conditions was analysed using genome-wide expression assays. Finally, a pre-clinical mouse model of folic acid–induced transition from acute kidney injury to CKD was used to analyse the preventive and therapeutic potential of these microbial metabolites in the development of CKD.

**Results:**

Faecal levels of propionate and butyrate in CKD patients gradually reduce as the disease progresses, and do so in close association with established clinical parameters for serum creatinine, blood urea nitrogen and the estimated glomerular filtration rate. Propionate and butyrate jointly downregulated the expression of 103 genes related to inflammatory processes and immune system activation triggered by tumour necrosis factor-α in tubular cells*. In vivo*, the administration of propionate and butyrate, either before or soon after injury, respectively, prevented and slowed the progression of damage. This was indicated by a decrease in renal injury markers, the expression of pro-inflammatory and pro-fibrotic markers, and recovery of renal function over the long term.

**Conclusions:**

Propionate and butyrate levels are associated with a progressive loss of renal function in CKD patients. Early administration of these SCFAs prevents disease advancement in a pre-clinical model of acute renal damage, demonstrating their therapeutic potential independently of the gut microbiota.

KEY LEARNING POINTS **What was known:**

- The composition of the gut microbiota can change as chronic kidney disease (CKD) develops.
- Metabolites derived from gut microbiota, such as short-chain fatty acids and uraemic toxins, may affect the physiopathology of renal damage.

**This study adds:**

- Raised faecal propionate and butyrate levels are associated with loss of renal function during CKD progression.
- Propionate and butyrate influence inflammatory and immune responses in tubular cells by altering gene transcription.
- Effects of propionate and butyrate on transition from acute injury to CKD were examined *in vivo*.

**Potential impact:**

- Propionate and butyrate levels in non-invasive faecal samples follow the progressive loss of renal function.
- Administering propionate and butyrate is potentially a therapeutic strategy for prevention and for reducing acute injury and progression towards chronic renal damage.

## INTRODUCTION

Chronic kidney disease (CKD) is a silent disorder characterized by a local inflammatory process that becomes a systemic inflammatory disease as it progresses. At the global level, around 850 million people have CKD [1] and it is predicted to become the fifth greatest global cause of death by 2040 [2]. Acute kidney injury (AKI) is a risk factor for the development of CKD, and patients who undergo AKI have an almost 9-fold higher risk of developing CKD and a 3-fold greater risk of progression to an end-stage renal disease [3]. A main goal of therapeutic research is to reduce the maladaptive repair triggered after AKI and thereby curb disease progression and its long-term consequences. Proximal tubule cells have an essential role in accumulating aberrant epigenetic and transcriptional changes that help to perpetuate the damage [4].

One approach to improving the quality of life and lifespan of CKD patients is to focus on dietary management [5]. For these patients, some dietary recommendations are clear such as reducing protein intake [6]. However, increasing dietary fibre intake has less adherence despite evidence of its multiple salutogenic effects [7, 8]. Short-chain fatty acids (SCFAs) are the main final metabolic products of carbohydrate and protein fermentation by the gut microbiota [9]. Acetate (C2), propionate (C3) and butyrate (C4) are the most abundant SCFAs, with the latter being the main energy source of colonocytes. SCFAs enter the systemic circulation through colonocytes by active transporters or passive diffusion [10]. They can act as agonists for some G protein–coupled receptors (GPRs) such as GPR41 and GPR43. Likewise, butyrate binds to GPR109A [11, 12], causing activation of several MAPK (ERK1/2, p38 and JNK) intracellular pathways. Propionate and butyrate can inhibit the activity of histone deacetylases (HDACs) leading to modification of intracellular acetylation patterns and, consequently, gene expression profiles [13]. Through their ability to reach the peripheral circulation, propionate and butyrate can exert several physiological functions in multiple organs and interfere in a variety of pathological disorders [14–18]. SCFAs are key to maintaining the integrity of the intestinal barrier and can modulate immune system activation, reduce systemic inflammation and counteract the production of uraemic toxins produced by proteolytic bacteria, among other activities [19–23].

Evidence from pre-clinical studies has shown that feeding with high levels of dietary fibre or direct administration of SCFAs can ameliorate the development of AKI [24, 25]. Two recent studies reported that manipulation of the gut microbiome helped prevent initial renal damage and its progression to CKD [26, 27]. With the aim of translating these results to a clinical setting, we investigated the dynamics of propionate and butyrate in CKD patients during disease progression and evaluated the potential use of these SCFAs as a therapeutic treatment.

## MATERIALS AND METHODS

### Patients and samples

Non-dialysed CKD patients (*n* = 54) from the Central University Hospital of Asturias (Oviedo, Spain) were enrolled in the study. CKD is defined by markers of kidney damage or decreased estimated glomerular filtration rate (eGFR) persisting for at least 3 months and classified into CKD stages based upon the eGFR levels (stage 3a: 45–59 mL/min/1.73 m^2^; stage 3b: 30–44 mL/min/1.73 m^2^; stage 4: 15–29 mL/min/1.73 m^2^; stage 5: <15 mL/min/1.73 m^2^). Exclusion criteria included patients with cancer, infectious diseases, immunosuppressive treatment or with antibiotics within 1 month before sample collection. Demographic and clinical characteristics of the CKD patients are summarized in Table 1. The study was approved by the research ethics committee of the Principality of Asturias (CEImPA, no. 86/17;87/18;106/18). Written informed consent was obtained from all participants in compliance with the Helsinki Declaration. Faecal samples were collected in sterile containers and immediately frozen at –20°C until use. Serum was harvested from blood samples and stored at –80°C.

**Table 1:** Demographic and clinical characteristics of the patients studied.

	CKD patients (*n* = 54)
Age (years; mean ± SD)	72 ± 10.32
Sex (M:F; *n*)	32:22
Weight (kg; mean ± SD)	77.5 ± 16.46
Height (cm; mean ± SD)	164 ± 9.34
BMI (kg/m^2^; mean ± SD)	30 ± 5.19
Hypertension [y/n; *n* (%)]	50(92.6)/4(7.4)
Diabetes [y/n; *n* (%)]	24 (44.4)/30 (55.5)
Etiology of CKD [*n* (%)]	
Diabetic nephropathy	20 (37.04)
Nephroangiosclerosis	16 (29.6)
Glomerular	6 (11.1)
PKD	7 (12.9)
Other	5 (9.25)
CKD stage (KDIGO) [*n* (%)]	
eGFR	
3A	7 (12.9)
3B	21 (38.8)
4	16 (29.6)
5	10 (18.5)
ACR	
A1 (<30 mg/g)	2 (3.7)
A2 (30–300 mg/g)	23 (42.6)
A3 (>300 mg/g)	29 (53.7)

BMI, body mass index; CKD, chronic kidney disease; F, female; M, male; *n*, number; PKD, polycystic kidney disease.

### SCFA quantification

For SCFA determination, 1 g of human faecal samples or 150 mg of mouse caecal samples were diluted in phosphate-buffered saline solution (PBS) at 1/10 dilution and homogenized in a LabBlender 400 stomacher (Seward Medical, London, UK). After centrifugation at 10 000 rpm for 10 min, faecal supernatants were stored at –20°C until determination. Briefly, faecal supernatants were mixed with 0.3 mL methanol, 0.05 mL internal standard solution (2-ethylbutyric 1.05 mg/mL) and 0.05 mL of 20% formic acid. This mixture was then centrifuged, and the supernatant used for SCFA quantification by gas chromatography as previously described [28]. Samples were analysed in duplicate.

### Determination of microbiota groups

The abundance of the most common intestinal microbiota groups were measured by quantitative polymerase chain reaction (PCR), using previously described primers and conditions [29]. A 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) was used with SYBR Green chemistry (Applied Biosystems). Bacterial levels were determined by including standard curves derived from pure cultures of appropriate strains. Results were expressed as the log_10_ of the cell count per gram of faeces.

### Cytokine detection

Concentrations of a panel of inflammatory mediators (cytokines and chemokines) were measured in serum samples using a Luminex custom multiplexed assay, in accordance with the manufacturer's protocol. After cytokine labelling, proteins were detected in a Luminex^®^ 100/200 System using xPONENT^®^ software (Luminex, Austin, TX, USA).

### Cell culture and treatments

Human proximal tubular epithelial cells (TECs) (HK-2 cell line; CRL-2190; ATCC, Manassas, VA, USA) were maintained in RPMI 1640 medium (Gibco, Carlsbad, CA, USA) supplemented with 10% foetal bovine serum, 1% penicillin/streptomycin, 1% insulin transferrin selenite (Gibco) and 5 ng/mL hydrocortisone (Sigma–Aldrich, St Louis, MO, USA). Cells (0.25 × 10^6^ cells/mL) were treated with acetic (25 mM), propionic (15 mM) and butyric (3 mM) acids (all from Sigma–Aldrich) for 24 h before or after induction with tumour necrosis factor (TNF-α) (5 ng/mL; 3 h; Prepotech Inc., London, UK).

### RNA sequencing and gene expression analysis

RNA was isolated from HK-2 cells with a PureLink™ RNA Mini Kit (Invitrogen, Carlsbad, CA, USA). The integrity of the RNA was analysed in RNA 6000 Nano Chips with a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) and quantified using a fluorometric Qubit RNA HS assay kit (Invitrogen). Briefly, 1000 ng of total RNA were used to prepare sequencing libraries following the TruSeq Stranded mRNA Sample Preparation Guide (Part #15031058 Rev. E) and using the TruSeq Stranded mRNA Library Prep kit (Illumina Inc., San Diego, CA, USA, Cat. #20020294) and TruSeq RNA Single Indexes (Illumina Inc., Cat. #20020492 and 20020493). Sequencing was carried out using a HiSeq 2500 platform (Illumina Inc.). Files of data generated by the sequencing were aligned against the human genome (Homo_sapiens.GRCh38.94.gtf) using the STAR program [30], and the genes and transcripts were analysed with the RSEM program [31] using GENCODE v26 [32]. Expression data were processed using limma and edgeR packages [33]. Briefly, we previously eliminate genes with a geometric mean expected value lower than 1, and we used TMM method and limma-voom transformation to normalize the non-biological variability. Genes significantly differentially expressed between groups were assessed using moderated t-statistics and given the criteria of >1.5-fold change and an adjusted *P* < .05 were fulfilled. Genes were compared among groups using Venn diagrams [34]. Gene Ontology enrichment analysis was conducted using the DAVID web-based tool, DAVID Knowledgebase (v2023q4) [35, 36]. Biological processes were determined using *Homo sapiens* whole genome as gene background. Raw mRNAseq data have been deposited in the NCBI Gene Expression Omnibus under accession number GEO:GSE221506.

### Gene expression analysis

Total RNA from HK-2 cells or frozen kidneys was isolated using a GeneMATRIX Universal RNA purification kit (EURx, Gdansk, Poland) following the manufacturer's instructions. Purified RNA (1 µg) was reverse-transcribed to cDNA using a high-capacity cDNA reverse-transcription kit (Applied Biosystems). The reverse-transcription PCR (RT-PCR) using TB Green Premix Ex TaqII (Takara Bio Inc., Kusatsu, Japan) or TaqMan Gene Expression Master Mix (Applied Biosystems) followed by analysis with a StepOnePlus^TM^ Real-Time PCR System (Applied Biosystems) using the 2-ΔCt method were used to quantify gene expression. The primers and TaqMan assays used are listed in Supplementary data, Table S1.

### Mice and treatments

Male C57BL/6N mice (8–10 weeks old) were purchased from Janvier Labs (Le Genest-Saint-Isle, France) and adapted for 1 week before the study. All procedures were approved by the Animal Experimentation Committee of the Universidad de Oviedo (Spain) and performed in accordance with the European and Spanish legislative and regulatory guidelines (European Convention ETS 123, Spanish Law 6/2013, and R.D. 53). Renal damage was induced by intraperitoneal (ip) injection of a single dose of 250 mg/kg of folic acid (Sigma–Aldrich, St Louis, MO, USA) using 0.3 M NaHCO_3_ as the vehicle. Sodium butyrate (500 mg/kg) or sodium propionate (200 mg/kg) were dissolved in PBS buffer (pH = 7.4) and administered by ip injection or by oral gavage according to the indicated schemes. For the analysis in the absence of gut microbiota, mice received an antibiotic cocktail containing 1 g/L ampicillin, 0.5 g/L neomycin, 0.5 g/L vancomycin and 0.01 g/L amphotericin B in drinking water for 2 weeks, with replacement every 2 days. Mice were euthanized at short-term (24 h) or long-term (45 days) periods, and kidney and blood samples were harvested for further analysis.

### Renal function assessment

The GFR was measured by transcutaneous determination using fluorescein–isothiocyanate-labelled sinistrin (FITC-sinistrin, 150 mg/kg) and a miniaturized imager device (Medibeacon GmbH, Germany) as previously described [37]. After recording for 1.5 h, the device was recovered, and the data were analysed using MPD Studio 3 software (Medibeacon GmbH). The GFR (µL/min) was calculated from the decrease in fluorescence intensity over time (i.e. plasma half-life of FITC-sinistrin) using a two-compartment model, body weight of the mouse and an empirical conversion factor. Serum urea and creatinine were determined using the blood urea nitrogen (BUN) colorimetric detection kit (K024-H5, Arbor Assays, MI, USA) and QuantiChrom^TM^ Creatinine Assay kit (DICT-500, BioAssay Systems), respectively, following the manufacturer's instructions.

### Renal histology

Kidneys were fixed in 4% formaldehyde for 24 h and embedded in paraffin. Slices (5 μm) were stained with periodic acid–Schiff (PAS) staining for pathological injury. A minimum of 10 fields for each kidney slide were analysed. Evidence for cell injury (loss of brush border, vacuolization), cell desquamation, tubular dilation, cast formation and microhematuria were scored on a semiquantitative scale from 0 to 3. Results from each of the six items were summed to yield the histological AKI score, which therefore had a maximum value of 18. The scores were analysed by a pathologist in a blinded manner. Masson staining using Masson's Trichrome Staining Kit following manufacturer's instructions (Bio-Optica, Milan, Italy) was used to estimate renal fibrosis, and collagen content was quantified by analysing the percentage of stained area in randomly selected fields (×40) using ImageJ 1.53k software [National Institutes of Health (NIH), Bethesda, MD, USA]. Data are expressed as positively stained area as a proportion of the total area analysed. All samples were examined in a blind manner. Images were acquired with an optical microscope (DM2500; Leica) equipped with a CCD camera (DFC420; Leica) with Leica Application Suite software (version 4.3.0) and the PathoZoom^®^ Digital Lab system (Smart In Media AG, Cologne, Germany).

### Western blotting

Proteins were extracted from kidneys into RIPA lysis buffer supplemented with a protease and phosphatase inhibitor cocktail (Merck Millipore, Burlington, MA, USA) by mechanical disruption using an electric tissue homogenizer (T-10 basic ULTRA-TURRAX, IKA, Darmstadt, Germany). After SDS-PAGE, proteins were detected by western blot analysis using the following primary antibodies: NGAL (Sc-50350, 1:500; Santa Cruz Biotechnology, Santa Cruz, CA, USA), KIM-1 (AF1817, 1:1000; R&D Systems), Col1a1 (ab279711; Abcam, Cambridge, UK), α-SMA (ab242395; Abcam), fibronectin (ab2413; Abcam) and Vinculin (ab155120; Abcam) followed by incubation with horseradish peroxidase–conjugated IgG secondary antibody for 1 h. Images were captured using an ImageLab system (Bio-Rad, Hercules, CA, USA) and quantified with ImageJ version 1.53k software (NIH).

### Flow cytometry

Kidneys were minced into small pieces and digested using Liberase TM (0.2 mg/mL, Roche) and DNAse I (40 µg/mL, Roche) for 30 min at 37°C with shaking, then blocked with 0.2% PBS–0.05 mM EDTA. Samples were subsequently disrupted by passing through a 70-μm cell strainer to obtain a cell suspension that was incubated with anti-mouse FcRII/III (clone 2.4G2, TONBO^TM^ Biosciences; Cytek Biosciences, CA, USA) and Zombie Red Fixable Viability Dye (BioLegend, MA, USA) for 20 min at 4°C. The following antibodies were then used: CD45-PeCy7, CD11b-FITC, Ly6G-PE, F4/80-APC and Ly6C-PerCP (all from TONBO Biosciences), for 30 min at 4°C. Absolute cell numbers were determined using TruCount Tubes (BD Biosciences, NJ, USA). Cell samples were acquired in a spectral flow cytometer (Northern Lights 3L, Cytek Biosciences) and analysed with FlowJo software (v10.8.1, BD Biosciences).

### Statistical analysis

Data were summarized as the mean and standard deviation (SD). Characteristics of groups were compared using Fisher’s exact test for categorical variables, and the Wilcoxon paired-samples test, or the Mann–Whitney U test for unpaired samples. Correlations were calculated using non-parametric Spearman correlation coefficients. Statistical analyses were performed with IBM SPSS Statistics for Windows version 27.0 (IBM Corp., Armonk, NY, USA) and GraphPad-Prism v7 (GraphPad Software, San Diego, CA, USA). Statistical significance was concluded for values of *P* < .05. Statistical details of the experiments and significance are noted in the respective figures and legends.

## RESULTS

### SCFAs are reduced during CKD progression independently of the gut microbiota profile

The primary aim of this study was to assess the main SCFAs, i.e. acetic, propionic and butyric acids, in a cohort of CKD patients at different stages of the disease. Patient characteristics are summarized in Table 1. There were reductions in all SCFAs with disease progression; these were statistically significant for propionic (*P* = .049) and butyric (*P* = .005) acids and the sum of the two (Fig. 1). A good correlation (r = 0.5851; *P* < .0001) between these two SCFAs implies coordinated production (Supplementary data, Fig. S1). We also determined the levels of two branched short-chain fatty acids (BCFAs), isobutyric and isovaleric acid, which are produced by gut microbiota during the fermentation of branched-chain amino acids and related to nutritional status [38]. No changes in BCFA levels were detected (Fig. 1). Quantifying the most representative gut microbiota members (*Akkermansia, Bacteroides, Bifidobacterium, Clostridium* cluster XIVa, *Lactobacillus* group, *Clostridium* cluster IV and Enterobacteriaceae) revealed no significant changes associated with the progression of the disease or with the levels of propionic and butyric acids (Supplementary data, Fig. S2A and B).

**Figure 1:**
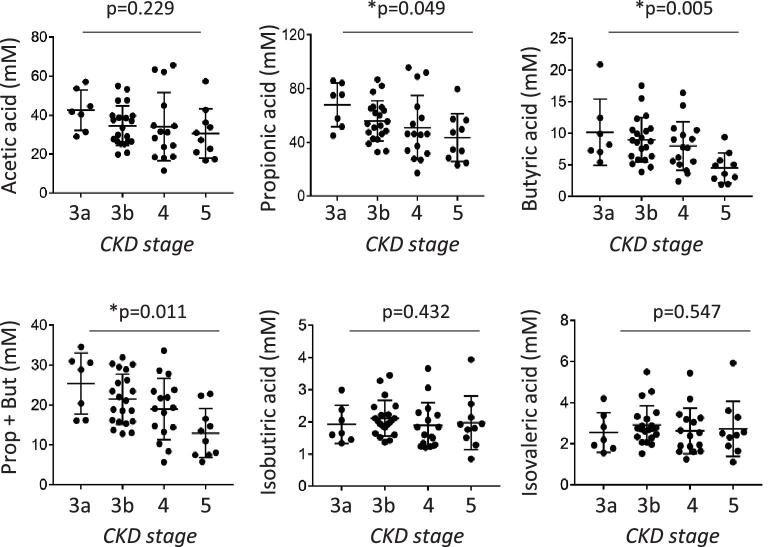
Faecal levels of propionic (Prop) and butyric (But) acids are decreased in CKD patients. SCFAs (acetic, Prop, But, Prop + But) and BCFAs (isobutyric and isovaleric acids) were quantified in faecal samples from patients at KDIGO stages 3a (*n* = 7), 3b (*n* = 21), 4 (*n* = 16) and 5 (*n* = 10). Values for each patient are shown as absolute numbers. Stage results are represented as the mean ± SD. Groups were compared using the Kruskal–Wallis test; values of *P* < .05 were considered significant (*).

### Propionic and butyric acid levels track the loss of renal function

Next, we determined whether propionic and butyric acid levels were bidirectionally associated with the progression of kidney damage. BUN, eGFR and creatinine levels were strongly associated with CKD stages, but not with the albumin-to-creatinine ratio (ACR) (Table 2). Propionic and butyric acid levels, and the sum of the two, were positively correlated with eGFR and inversely correlated with serum creatinine and BUN (not statistically significantly for propionate) levels (Fig. 2 and Supplementary data, Fig. S3). No association was observed with ACR levels (Fig. 2 and Supplementary data, Fig. S3).

**Figure 2:**
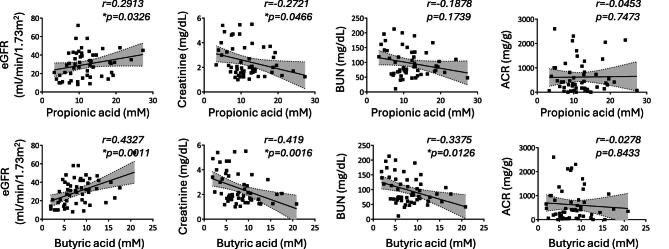
Correlation between propionic and butyric acids levels and clinical parameters in CKD patients. The associations between the absolute concentration of propionic or butyric acid and the levels of eGFR, creatinine, BUN and ACR were determined in all CKD patients (*n* = 54) at different stages of their disease. Spearman correlation coefficients were calculated; values of *P* < .05 were considered statistically significant (*).

**Table 2:** Clinical and immunological parameters of CKD patients by KDIGO stage.

	CKD stage				
	3a (*n* = 7)	3b (*n* = 21)	4 (*n* = 16)	5 (*n* = 10)	*P*
Age (years; mean ± SD)	62 ± 5.52	73 ± 7.45	69.5 ± 13.19	75 ± 10.33	**.017**
Sex (*n*)					
Male	4	13	9	6	.987
Female	3	8	7	4	
Weight (kg; mean ± SD)	87 ± 22.15	83 ± 12.61	76 ± 18.22	77.5 ± 16.33	.307
Height (cm; mean ± SD)	163 ± 11.27	165 ± 7.76	161.5 ± 12.07	163.5 ± 7.64	.954
BMI (kg/m^2^; mean ± SD)	33 ± 8.11	30.4 ± 3.29	28.85 ± 5.75	27 ± 5.35	.56
eGFR (mL/min/1.73 m^2^; mean ± SD)	48 ± 9.36	36 ± 4.83	21 ± 4.67	10.5 ± 1.96	**<.0001**
Creatinine (mg/dL; mean ± SD)	1.24 ± 0.159	1.7 ± 0.28	2.75 ± 0.73	4.7 ± 0.73	**<.0001**
BUN (mg/dL; mean ± SD)	48 ± 11.01	73 ± 18.09	110.5 ± 26.44	170.5 ± 57.19	**<.0001**
ACR (mg/g; mean ± SD)	210 ± 152.4	314 ± 768.2	394 ± 686.8	820 ± 598.6	.097
Total protein (g/L; mean ± SD)	70 ± 4.01	69 ± 6.13	71 ± 4.68	72 ± 6.32	.732
Serum albumin (g/L; mean ± SD)	45 ± 2.76	42 ± 2.73	43 ± 6.34	43.5 ± 2.21	.481
Serum calcidiol (ng/mL; mean ± SD)	19 ± 3.97	19.7 ± 12.3	18.6 ± 17.53	23 ± 12.12	.986
Fe (µg/dL; mean ± SD)	62.5 ± 22.51	67 ± 23	61.5 ± 19.77	66 ± 15.93	.995
Ferritin (ng/mL; mean ± SD)	119 ± 207.48	80 ± 71.81	109.5 ± 122.5	143.5 ± 192	.138
Transferrin (mg/dL; mean ± SD)	242 ± 74.13	246 ± 6.046	223 ± 63.07	212 ± 41.13	.181
Etiology of CKD (*n*)					
Diabetic nephropathy	1	9	6	4	.421
Nephroangiosclerosis	5	5	3	3	
Glomerular	0	4	1	1	
PKD	0	2	4	1	
Other	1	1	2	1	
TNF-α (pg/mL; mean ± SD)	76.6 ± 9.56	82.7 ± 22.69	98.9 ± 14.99	114.8 ± 30.8	**.0032**
CXCL8 (IL8) (pg/mL; mean ± SD)	85.6 ± 38.03	116.6 ± 64.24	146.6 ± 104.2	146.8 ± 30.83	**.0420**
CCL2 (ng/mL; mean ± SD)	1.40 ± 0.32	1.44 ± 0.85	1.48 ± 0.43	1.44 ± 0.78	.7331
GM-CSF (pg/mL; mean ± SD)	45.7 ± 20.12	51 ± 14.7	51.0 ± 12.31	51 ± 24.2	.2669
CXCL2 (ng/mL; mean ± SD)	2.40 ± 0.61	2.66 ± 0.49	2.03 ± 0.94	3.27 ± 1.03	.0669
CCL20 (ng/mL; mean ± SD)	0.16 ± 0.04	0.24 ± 0.25	0.29 ± 0.10	0.20 ± 0.44	.2583

Values in bold are statistically significant (*P* < .05).

*n*, number; CKD, chronic kidney disease; PKD, polycystic kidney disease; BMI, body mass index.

Serum levels of several pro-inflammatory cytokines and chemokines (TNF-α, CXCL8/IL8, CCL2, GM-CSF, CXCL2 and CCL20) were also quantified (Table 2). Significant increases in TNF-α and CXCL8/IL8 levels were detected during progression of the disease (Table 2 and Supplementary data, Fig. S4A). On the other hand, no association with SCFA levels was detected (Supplementary data, Fig. S4B).

### Propionate and butyrate modify the transcriptional profile of TECs

The human TEC line HK2 was used to determine the effect of these SCFAs in a damage condition characterized by renal inflammation. Transcriptional profiles were analysed by mRNA sequencing after treatment with TNF-α in the absence or presence of sodium propionate or butyrate. 

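HK2 is an immortalized line of human proximal tubular epithelial cells. In 6 groups of 2 biological replicates each, the cells were left untreated (Ctrl), were given TNF-α at 5 ng/mL for 3 h (TN), or were given the same TNF-α with 15 mM propionate or 3 mM butyrate for 24 h, added before TNF-α (PRTN and BUTN) or after it (TNPR and TNBU). The general treatment text of the deposited labels names other compounds, thapsigargin and JQ1, whereas the label of each treated library names TNF-α and the SCFA with the doses and times that the paper gives, and the paper's treatments are used here. Polyadenylated RNA was made into stranded libraries and sequenced on an Illumina HiSeq instrument. The authors aligned the reads to GRCh38 with STAR and estimated with RSEM how many reads came from each gene of GENCODE release 26. The deposited values are these expected counts, which were not normalized and need not be whole numbers, because RSEM divides a read that matches several genes between them. Near-identical genes therefore share counts, and the paper's text does not say whether RSEM was told the strand. Each of the 12 libraries lists the same genes, of which 37730 had a count of at least 1 in at least 1 library.

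The expected counts summed to 30574654 and 29152797 in the Ctrl libraries, 29049322 and 30517192 in TN, 33765341 and 32131737 in PRTN, 31307822 and 33851130 in BUTN, 32719360 and 30068487 in TNPR, and 27269986 and 28497760 in TNBU, with a median of 30545923. At these depths a gene with 3 counts stands at 0.0886 to 0.110 CPM, the count scaled to equal library sizes. Mitochondrial genes held from 5.86% to 9.46% of the counts of a library. No replicate pair differed by as little as sampling noise, since the chi-square statistic per gene was 7.16 in Ctrl, 6.41 in TN, 5.50 in PRTN and 3.35 in BUTN, but 16.8 in TNPR and 20.1 in TNBU, the groups with the widest spread by this measure.

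Following the methods of the paper, genes with a geometric mean expected count under 1 were removed, libraries were scaled by TMM factors (0.913 to 1.06) and differences were tested with limma-voom and Benjamini-Hochberg adjustment. Because the paper does not say how counts of 0 entered the geometric mean, 1 was added to each count for the mean and then subtracted, which kept 24342 genes. All 12 libraries entered a single model, so that the 6 groups shared an estimate of the spread. A gene was called when its fold change was over 1.5 and its adjusted p under 0.05. In simulated counts with these depths, 200 of the 24342 genes differed between TN and Ctrl. These 200 were drawn only from genes with a mean of at least 1 CPM. There limma-voom called 86% of the genes changed 2-fold and 95% of those changed 4-fold, with 7 false calls. Recovery was not tested for weaker genes, and 9358 of the tested genes had a mean under 1 CPM over all libraries. Gene positions are those of GENCODE release 44 on GRCh38, whose gene identifiers matched 24026 of the tested genes.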

Two-dimensional principal component analysis revealed that, in the presence of TNF-α, there were some differences in the gene transcriptional profile compared with controls (Fig. 3A). However, the pre-treatment with propionate and butyrate greatly modified the transcription patterns, over and above the differences induced by TNF-α (Fig. 3A).

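A principal component analysis of the 8 libraries of Ctrl, TN, PRTN and BUTN was made on the log2 CPM of the tested genes, centred and not scaled. The first component held 66.6% of the variance and the second 6.85%. The Ctrl libraries had scores of -111.8 and -112.6 on the first component, and the TN libraries had scores of -119.8 and -118.0. On the second component the Ctrl libraries stood at 55.4 and 45.9 and the TN libraries at -70.2 and -28.0, so that component separated both groups. Across all genes, the mean profiles of TN and Ctrl were 104 log2 units apart (Euclidean distance), where the distances between replicates alone give 95.2 on average. The choice of genes moved the first share most, and with the 500 genes of highest variance the first component held 82.7%.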

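On the first component, the PRTN libraries had scores of 116.9 and 115.4 and the BUTN libraries of 114.9 and 115.0, on the other side of Ctrl and TN. The mean profile of PRTN was 239 log2 units from that of Ctrl and 245 from that of TN, and the mean profile of BUTN was 238 and 244 from them. PRTN and BUTN were 93.8 apart, where the distances between replicates alone give 89.1 on average.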

**Figure 3:**
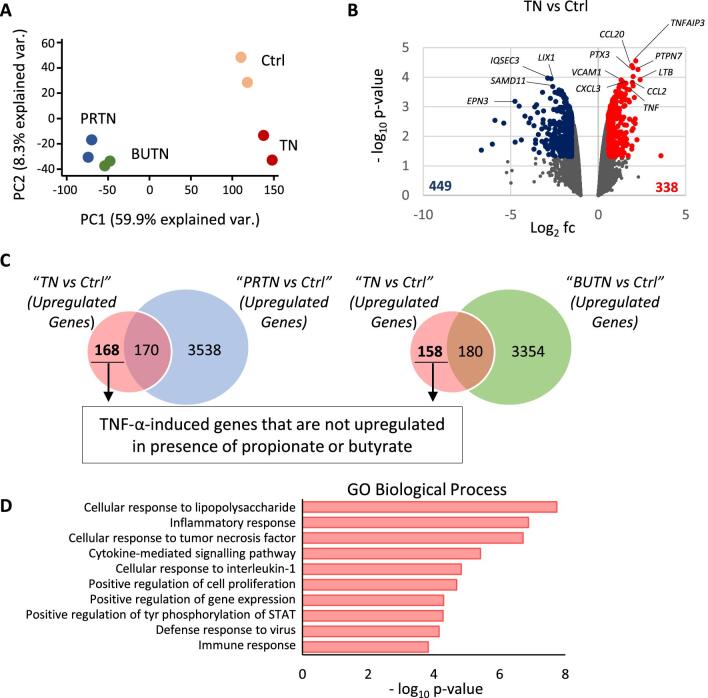
Propionate (Prop) and butyrate (But) modulate transcriptional profiles induced by TNF-α (TN) in TECs. HK2 cells were treated with Prop (15 mM) or But (3 mM) for 24 h before induction with TNF-α (5 ng/mL) for 3 h. RNA sequencing was conducted in duplicate under basal conditions (control group, Ctrl), after TNF-α induction, and in samples pre-treated with Prop (PRTN) and But (BUTN) before TNF-α induction. (**A**) Principal component (PC) analysis of gene expression profiles (two biological replicates) of the sequenced samples. (**B**) Volcano plots of the TN vs Ctrl comparison showing the differentially expressed genes (DEGs). Downregulated genes (*n* = 448) are shown in blue and upregulated genes (*n* = 338) in red if they fulfil the criteria of >1.5-fold change (fc) and adjusted *P*-value <.05. Some of the most significant DEGs are indicated. (**C**) Venn diagrams showing the upregulated genes for the two comparisons [TN vs Ctrl and PRTN vs Ctrl or BUTN vs Ctrl; >1.5-fold change (fc) and adjusted *P* < .05] to identify the genes induced by TNF-α that are not increased in the presence of Prop or But. (**D**) Histogram of the 10 most significant biological process, according to the Gene Ontology (GO) functional enrichment analysis with the DAVID database, of the 147 common genes induced by TNF-α (TN) and that are not increased in the presence of Prop (PRTN) or But (BUTN).

Initially, 338 genes were identified as being TNF-α-induced (Fig. 3B and Supplementary data, Table S2), of which 168 and 158 genes were not increased in the presence of propionate and butyrate, respectively (Fig. 3C and Supplementary data, Table S2). 

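In TN vs Ctrl, 186 of the 24342 tested genes were called up and 130 down. With the unadjusted p 527 genes were up and 719 down, and with only the Ctrl and TN libraries in the fit 79 were up and 12 down. The smallest adjusted p in TN vs Ctrl belonged to TNFAIP3 (ENSG00000118503.14, chromosome 6, 137867214 to 137883314, plus strand), whose level rose from 110 ± 2.00 CPM (SD, n = 2) in Ctrl to 489 ± 12.5 CPM (SD, n = 2) in TN, a log2 fold change of 2.15 (standard error 0.06, adjusted p = 1.25e-09 from limma-voom). Against the same Ctrl libraries, 5494 genes were up in PRTN and 5352 in BUTN.

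Of the 186 TNF-α-induced genes, 119 (64.0%) were not called up in PRTN vs Ctrl and 106 (57.0%) were not called up in BUTN vs Ctrl. In PRTN these comprised 67 genes called neither up nor down and 52 called lower than Ctrl. In BUTN they comprised 65 and 41 genes. A missing call against Ctrl is not a test of a decrease, so PRTN and BUTN were also set directly against TN. By that test 102 of the 186 genes (54.8%) were lower in PRTN and 90 (48.4%) in BUTN, while 19 and 23 were higher. Of the genes not called up, 19 in PRTN and 20 in BUTN were not lower than TN. No group received an SCFA without TNF-α. A fall against TN therefore cannot separate a weaker response to TNF-α from a level that the SCFA lowers without TNF-α. The median log2 fold change of the 186 genes was 0.82 in TN vs Ctrl, -0.77 in PRTN vs TN and -0.60 in BUTN vs TN.

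The comparisons share the Ctrl libraries, and genes near the threshold can miss it by chance. In 20 simulations with PRTN and BUTN drawn from the TN values, so that no SCFA had an effect, 31.4% of the induced genes (from 26.5% to 34.5%) were not called up in PRTN and 31.7% (from 26.7% to 36.6%) in BUTN, while the direct comparison with TN called 0 of them lower in any simulation (at an unadjusted p under 0.05, on average 7.63% in PRTN and 7.46% in BUTN). The simulations called more genes up in TN vs Ctrl than the 186 of the data, from 307 to 366, so their shares are not on the same set of genes. No gene truly differed from TN in them, and the adjustment then passes few genes. The 0 is therefore not comparable with the adjusted counts of the data, where many genes changed.

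**Figure D1:**
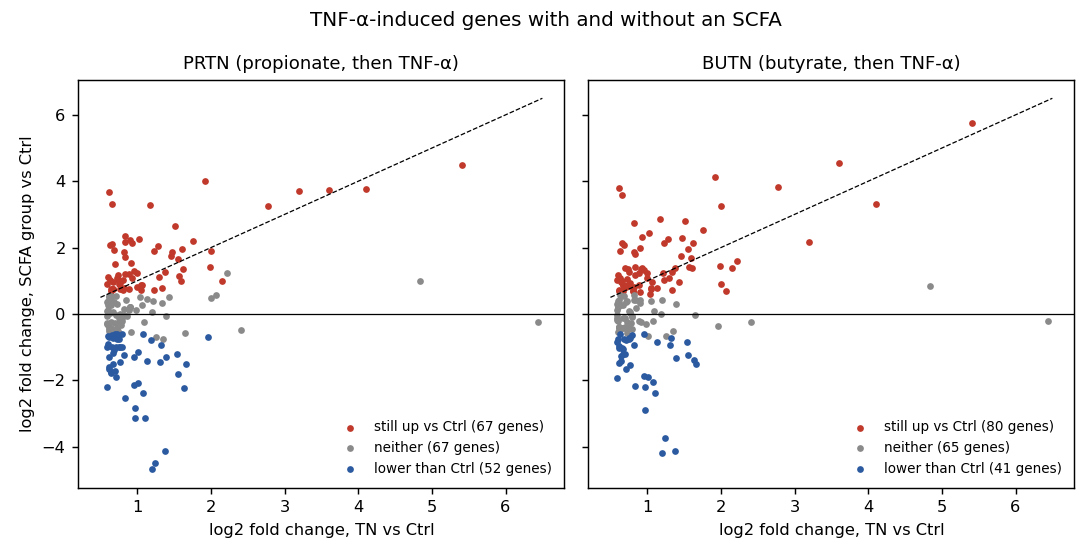
Log2 fold change against Ctrl of the 186 genes called up in TN vs Ctrl (horizontal axis) and of the same genes in PRTN (left) or BUTN (right, vertical axis), from the limma-voom fit of 12 libraries. Each point is a gene, the dashed line marks equal change, the solid line marks no change from Ctrl, and colours show the call against Ctrl. In PRTN 67 genes stay up and 52 are called lower than Ctrl, and in BUTN 80 stay up and 41 are called lower than Ctrl.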

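Table S2 lists the members of Gene Ontology terms found among the TNF-α-induced genes. For 6 of these terms, the listed members were counted by their call in SCFA-treated cells against TN at over 1.5-fold. The study picked the members from these same libraries, so the tallies describe the terms and are not independent evidence. Of 18 tested members of the cellular response to lipopolysaccharide, 12 were lower than TN in PRTN and 11 in BUTN, and 2 and 4 were higher. The 13 members of the cellular response to tumor necrosis factor included 8 lower in PRTN and 6 lower in BUTN, with 1 and 2 higher. For the cytokine-mediated signaling pathway, 9 of 12 were lower in PRTN and 8 in BUTN. In the response to lipopolysaccharide, 6 and 5 of 12 members were lower, with median log2 fold changes of -0.53 and -0.42. Positive regulation of cell proliferation had 22 members, of which 11 were lower in PRTN and 11 in BUTN, while 3 and 4 were higher. Among 19 tested members of the immune response, 12 were lower in PRTN and 10 in BUTN, and 3 and 4 were higher. The median log2 fold change against TN was negative for each of the 6 terms in both groups, from -1.49 to -0.42. The enrichment itself was made by the authors with DAVID and was not repeated here.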

Gene Ontology analysis showed that both SCFAs downregulated most of the biological processes induced by TNF-α (Fig. 3D and Supplementary data, Table S2). Moreover, 87.5% (147/168) and 93% (147/158) of the genes modulated by propionate and butyrate, respectively, are common, and only a small group of genes were specific to each SCFA (Supplementary data, Fig. S5A and Table S2). These results were confirmed by RT-PCR, showing that genes involved in inflammation (*CCL2, CSF1, CXCL2, CXCL3, CXCL8, IL6, TNIP1, NFKB1, CD40* and *VCAM1*) and immune response (*CSF2, LIF* and *LTB*) were downregulated by SCFAs under inflammatory conditions and in a dose-dependent manner (Supplementary data, Fig. S5B).

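All 106 genes of the butyrate set were in the propionate set, which is 89.1% of its 119 genes, leaving 13 genes specific to propionate and 0 to butyrate. The share common to both SCFAs was lowest, at 78.1%, when the unadjusted p was used. In the simulations without an effect of the SCFAs, which called 307 to 366 genes up in TN, the common genes made up 48.4% of the genes in either set (from 44.0% to 54.9%), because both sets rest on the same TN and Ctrl libraries. A gene in a single set is not shown to differ between the SCFAs, which the direct comparison of PRTN with BUTN tests.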

We also wanted to examine the pathways modulated by propionate and butyrate independently of the inflammatory conditions. To this end, we compared the conditions of pre-treatment with both SCFAs with respect to cells induced with TNF-α (Supplementary data, Fig. S6A and B). 

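The text compares cells treated before TNF-α, and the legend of Fig. S6 names the cells treated after it. With SCFAs before TNF-α, 4467 genes were higher and 2231 lower than in TN by over 2-fold in PRTN (limma-voom, adjusted p under 0.05), and 4393 were higher and 1810 lower in BUTN. Both groups shared 3826 of the rises and 1547 of the falls. The number of rises depended most on the filter for low counts. When any count of 0 removed a gene there were 2903 rises and 2032 falls in PRTN, and 2816 and 1580 in BUTN, a smaller excess of rises. With the main filter there were 2.00 rises per fall in PRTN and 2.43 in BUTN, but the excess was larger in weakly expressed genes. Among genes with a mean under 1 CPM over all libraries the ratio was 3.69 in PRTN and 4.38 in BUTN, and among genes over 10 CPM it was 0.877 and 0.944. Scaling moved the last ratios to the other side of equality, to 1.63 and 1.81 with library size as the sole scaling, and for BUTN to 1.01 with relative log expression size factors.

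The log2 fold changes against TN correlated between PRTN and BUTN across genes (r = 0.922), where genes are not independent replicates and the TN libraries are shared. Simulated groups drawn from the TN values, without an effect, gave 0.514 (from 0.496 to 0.527). Groups drawn from the Ctrl values, which lack only the TNF-α change, gave 0.793 (from 0.785 to 0.802). NGFR (ENSG00000064300.8, chromosome 17, 49495293 to 49515008) had no counts in the TN libraries and 294 and 295 in PRTN and 338 and 320.0 in BUTN, which is at least 88.7-fold higher in PRTN and at least 100.4-fold higher in BUTN. ELAVL3 (ENSG00000196361.9, chromosome 19, 11451326 to 11481046), likewise without counts in TN, was at least 67.7-fold higher in PRTN and at least 95.4-fold higher in BUTN. CLEC4E (ENSG00000166523.7, chromosome 12, 8533305 to 8540905), which TNF-α had raised, was at 43.0 ± 0.388 CPM (SD, n = 2) in TN and 0.724 ± 0.164 CPM (SD, n = 2) in PRTN, a log2 fold change of -5.88 (standard error 0.36, adjusted p = 3.84e-08 from limma-voom).

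**Figure D2:**
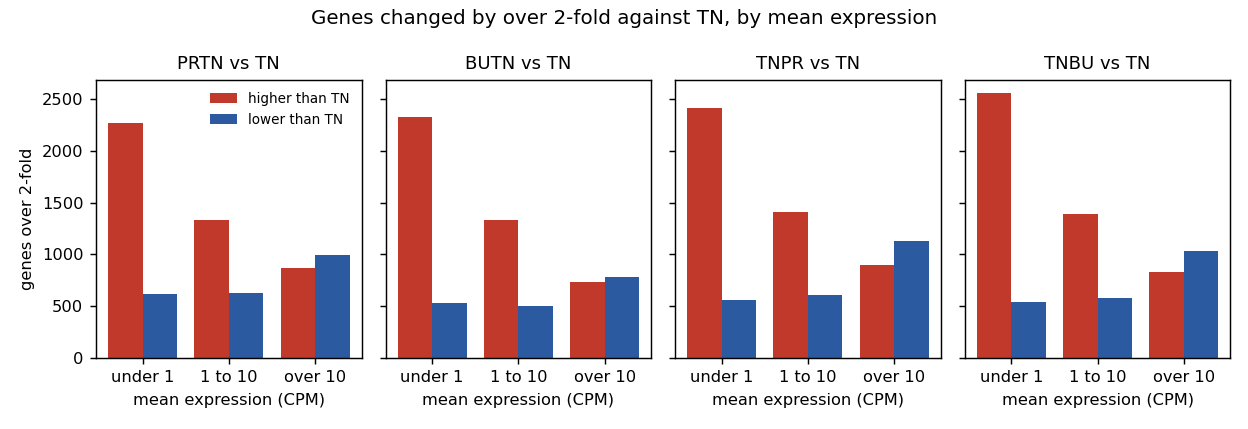
Number of genes higher (red) or lower (blue) than in TN by over 2-fold, in 3 classes of mean expression over the 12 libraries in CPM, for cells treated with propionate or butyrate before (PRTN, BUTN) or after (TNPR, TNBU) TNF-α. In PRTN, rises outnumber falls by 2265 to 613 in the class under 1 CPM, and falls outnumber rises by 991 to 869 in the class over 10 CPM, where rises outnumber falls by 1150 to 706 when libraries are scaled by size alone.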

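Table S3 gives the members of Gene Ontology terms for genes raised or lowered by both SCFAs relative to TN. The study drew these members from the same libraries, so their direction is not independent evidence. In PRTN and in BUTN each, 43 of 43 members of extracellular matrix organization were higher than in TN by over 1.5-fold (limma-voom, adjusted p under 0.05), with median log2 fold changes of 2.35 and 2.47. The 35 members of cell-cell adhesion were all higher in both groups, by medians of 2.03 and 2.04, and of the 42 members of axon guidance 42 were higher in PRTN and 41 in BUTN. Every tested member of the 5 terms that follow was called lower in both groups. For the 29 cell cycle genes the median was -1.53 in PRTN and -1.38 in BUTN. The 12 genes of the cellular response to oxidative stress had medians of -1.47 and -1.36, and the 11 of the cellular response to hydrogen peroxide had medians of -1.55 and -1.41. Negative regulation of the apoptotic process had 38 members with medians of -1.74 and -1.50, and 7 of them were among the genes that TNF-α had induced. The 12 members of the JAK-STAT cascade had medians of -2.47 and -1.92.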

Gene Ontology analysis revealed that propionate and butyrate induced the expression of genes related to cell adhesion and signalling pathways, and importantly, reduced the expression of many genes associated with key processes in acute renal damage, such as the cell cycle, oxidative stress and cell death (Supplementary data, Fig. S6C and D). Moreover, several pathways associated with chromatin remodelling were modified, especially those involved in changes in histone acetylation (Supplementary data, Fig. S6D).

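All 7 genes that Table S3 lists under histone acetylation and all 31 under chromatin remodeling were lower in PRTN and in BUTN than in TN (limma-voom, over 1.5-fold, adjusted p under 0.05). The median log2 fold change of the histone acetylation genes was -1.38 in PRTN and -1.19 in BUTN, and that of the chromatin remodeling genes was -1.46 and -1.28. KAT6B, a histone acetyltransferase gene (ENSG00000156650.12, chromosome 10, 74824927 to 75032624), was at 38.2 ± 1.09 CPM (SD, n = 2) in TN, 9.23 ± 0.0710 in PRTN and 11.6 ± 1.03 in BUTN, with log2 fold changes of -2.05 (standard error 0.09, adjusted p = 2.04e-09) and -1.73 (standard error 0.08, adjusted p = 7.26e-09 from limma-voom). EPC1 (ENSG00000120616.15, chromosome 10, 32267751 to 32378798) went from 27.4 ± 1.44 CPM in TN to 6.81 ± 0.601 in PRTN and 7.25 ± 1.07 in BUTN (SD, n = 2 in each). CREBBP (ENSG00000005339.14, chromosome 16, 3725054 to 3880713), listed under both terms, had log2 fold changes of -1.22 and -1.19. TNF-α alone had changed these genes little, as their log2 fold changes in TN vs Ctrl were -0.26 for KAT6B, -0.02 for EPC1 and -0.10 for CREBBP. With each replicate left out in turn, the log2 fold change of KAT6B stayed between -2.10 and -2.04 in PRTN and between -1.85 and -1.63 in BUTN. The members were chosen by the study among genes lowered in these libraries. These values are messenger RNA levels, and histone acetylation itself was not measured in this experiment.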

### Therapeutic effect of propionate and butyrate in mitigating inflammation

To determine whether propionate and butyrate could be of therapeutic value, SCFAs were added after induction with TNF-α, and the results compared. 

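With propionate or butyrate added after TNF-α, 126 of the 186 TNF-α-induced genes (67.7%) were not called up in TNPR vs Ctrl and 118 (63.4%) were not called up in TNBU vs Ctrl. In TNPR 64 were called neither up nor down and 62 lower than Ctrl, and in TNBU the numbers were 60 and 58. The direct test against TN called 110 of the 186 genes lower in TNPR (59.1%) and 105 lower in TNBU (56.5%), while 16 and 20 were higher. The medians over the 186 genes were -0.91 and -0.83 on the log2 scale. When each replicate was left out in turn, the median stayed between -0.96 and -0.89 in TNPR and between -0.89 and -0.81 in TNBU. Among genes with a mean over 10 CPM, the median absolute log2 difference between replicates was 0.107 in TNPR and 0.128 in TNBU. In the other groups it was 0.0455 in PRTN, 0.0530 in BUTN, 0.0650 in Ctrl and 0.0869 in TN. Over all tested genes, the Euclidean distance between replicates was 130 in TNPR and 139 in TNBU. It was 132 in Ctrl, 137 in TN, 127 in PRTN and 124 in BUTN, so by that measure TNPR was not wider than Ctrl or TN. TN cells were collected after 3 h of TNF-α, and cells kept for a further 24 h without an SCFA were not analysed here.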

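For the SCFAs added after TNF-α, the genes not called up numbered 128 in TNPR or TNBU, of which 116 (90.6%) were common to both, 10 (7.81%) specific to propionate and 2 (1.56%) specific to butyrate. The common genes were 92.1% of the propionate set and 98.3% of the butyrate set. By the direct test, 85 of the 186 TNF-α-induced genes (45.7%) were lower than in TN in each of PRTN, BUTN, TNPR and TNBU. In the other direction, 14 of the 186 (7.53%) were higher than in TN in all 4 groups, among them CCL20.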

More than 80% of genes were downmodulated by both metabolites regardless of the timing of administration (Fig. 4A). 

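Of the 186 TNF-α-induced genes, 103 (55.4%) were not called up against Ctrl in any of the 4 SCFA groups. The paper's common signature also has 103 genes but was drawn from 338 TNF-α-induced genes, so the equal number does not mean equal sets. Of the 97 genes of that signature tested here, 80 were called up in TN vs Ctrl. Simulated groups without an effect of the SCFAs gave 13.1% (from 8.92% to 16.9%) of larger sets of 307 to 366 induced genes. The values of 16 genes measured in HK2 cells were examined: CCL2, CSF1, CXCL2, CXCL3, CXCL8, IL6, TNIP1, NFKB1, CD40, VCAM1, CSF2, LIF, LTB, IRAK2, TNFSF10 and IL7R. Of these, 15 were called up in TN vs Ctrl over all genes and 16 when adjusted over the list alone, with log2 fold changes from 0.59 to 2.41. Against TN, 16 were called lower in PRTN, 15 in BUTN, 16 in TNPR and 16 in TNBU, and adjusted over the list alone these counts were 16, 15, 16 and 16. The study chose the genes on these samples, so the list-wise counts are not independent evidence. Many went below the untreated level, with 13 of the 16 called lower than Ctrl in PRTN, 9 in BUTN, 15 in TNPR and 15 in TNBU.

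CSF2 (GM-CSF, ENSG00000164400.5, chromosome 5, 132073789 to 132076170, plus strand) was at 50.0 ± 1.65 CPM in Ctrl and 118 ± 0.241 in TN (SD, n = 2 in each), a log2 fold change of 1.24 (standard error 0.17, adjusted p = 0.00128 from limma-voom). DESeq2 on the rounded counts gave an adjusted p of 0.263 for this rise, within a range of 1.69e-06 to 0.263 over the alternatives. CSF2 fell to 2.20 ± 0.447 CPM in PRTN, 3.72 ± 0.443 in BUTN, 2.23 ± 2.21 in TNPR and 1.11 ± 0.308 in TNBU, with log2 fold changes against TN of -5.75, -4.99, -6.15 and -6.74 (adjusted p of 1.97e-07 or less, limma-voom). The value in TNPR depends on the replicate, as leaving 1 library out put it between -7.47 and -4.96.

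CCL2 (ENSG00000108691.9, chromosome 17, 34255274 to 34257208, plus strand) rose from 4.99 ± 0.251 to 19.4 ± 1.80 CPM with TNF-α (SD, n = 2 in each, log2 fold change 1.95, standard error 0.16, adjusted p = 3.85e-05 from limma-voom), and stood at 3.05 ± 0.355 in PRTN, 3.87 ± 0.165 in BUTN, 1.94 ± 0.482 in TNPR and 2.13 ± 0.804 in TNBU. IL6 (ENSG00000136244.11, chromosome 7, 22725884 to 22732002, plus strand) went from 37.8 ± 5.05 to 110 ± 2.36 CPM and then to between 10.5 and 16.1 CPM in the 4 SCFA groups, with log2 fold changes against TN from -3.40 to -2.78. NFKB1 (ENSG00000109320.11, chromosome 4, 102501330 to 102617302, plus strand) went from 74.6 ± 2.25 to 158 ± 6.21 CPM, and its log2 fold changes against TN were -1.69 in PRTN, -1.29 in BUTN, -2.36 in TNPR and -2.12 in TNBU. LTB (ENSG00000227507.2, chromosome 6, 31580525 to 31582522, minus strand) had the largest rise of the 16 genes, from 3.39 ± 0.426 to 17.9 ± 0.571 CPM.

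CXCL8 (ENSG00000169429.10, chromosome 4, 73740519 to 73743716, plus strand) was the exception in BUTN. It rose from 939 ± 13.9 to 1759 ± 66.4 CPM in TN, and the log2 fold changes against TN were -0.68 in PRTN, -0.49 in BUTN, -1.14 in TNPR and -1.07 in TNBU. The difference of BUTN from TN had an adjusted p of 2.29e-05 (limma-voom) but was under 1.5-fold. With library size as the sole scaling, the fall in PRTN was under 1.5-fold too, at -0.53. TNFSF10 was not called in TN vs Ctrl, where its log2 fold change was 0.70 (standard error 0.20, adjusted p = 0.0811 from limma-voom, from 1.17e-05 to 0.272 over the alternatives). The TN vs Ctrl calls of CXCL2, LIF and IL7R were lost under some alternatives too, and CXCL2 (adjusted p = 0.0367 from limma-voom) was called neither by edgeR nor by DESeq2. CXCL2 and CXCL3 lie on chromosome 4 and resemble each other closely, so the division of reads between them is uncertain.

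**Figure D3:**
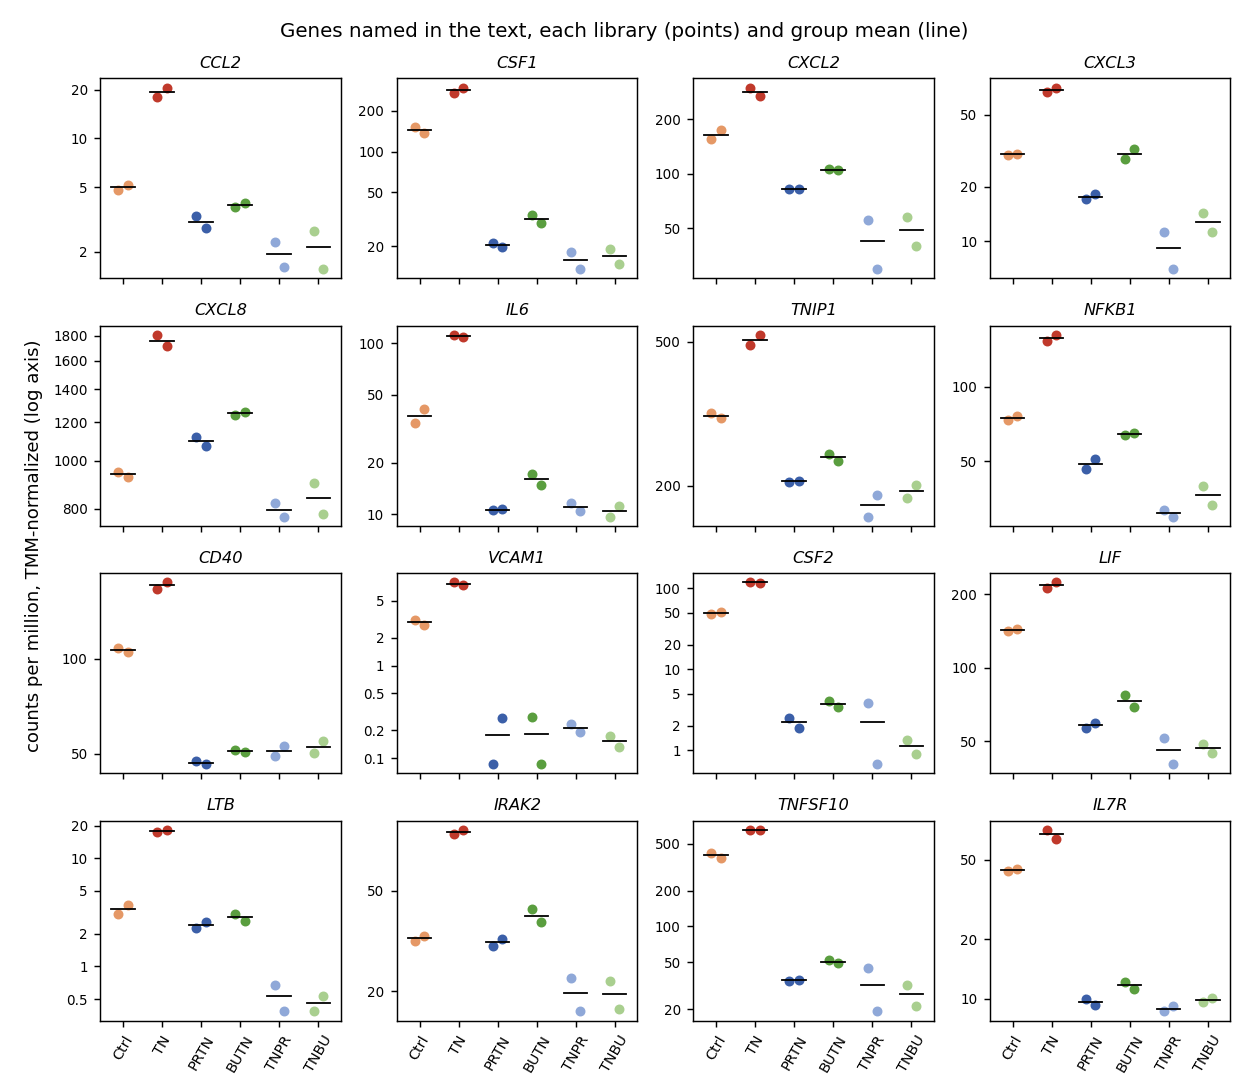
TMM-normalized CPM of the 16 genes in each of the 12 libraries (points) with the mean of the 2 replicates of a group (black line), on log axes that differ between panels. In each panel both TN libraries lie above both Ctrl libraries and above every library that received an SCFA.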

Comparative analysis identified 103 genes (Fig. 4B and Supplementary data, Table S3) associated at the Gene Ontology level, mainly with the inflammatory and immune responses (Fig. 4C), where genes involved in the differentiation and recruitment of immune cells, such as *CSF1* (*M-CSF*), *CSF2* (*GM-CSF*), *CCL2, CXCL8* (*IL-8*), *CXCL2* (*MIP2a*) and *CXCL3* (*MIP2b*), signalling mediated by NF-κB (*NFKB1, TNIP1, IRAK2*) and cytokine expression (*CD40, IL6, TNFSF10, LIF, IL7R, LTB*) were significantly downregulated by SCFAs (Fig. 4D).

**Figure 4:**
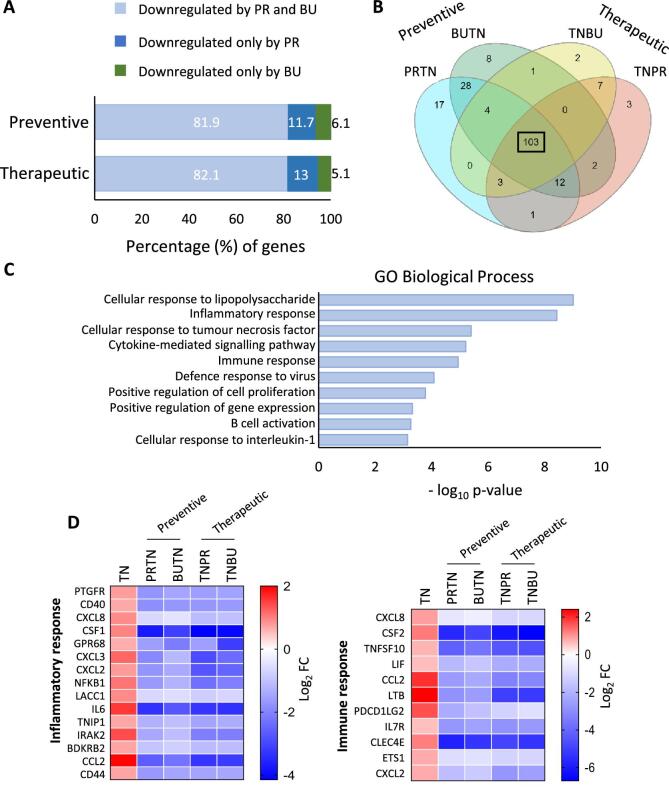
Similar preventive and therapeutic effects of propionate (Prop) and butyrate (But) treatment under inflammatory conditions. HK2 cells were treated with Prop (15 mM) or But (3 mM) for 24 h, before (preventive effect, PRTN or BUTN) or after (therapeutic effect, TNPR or TNBU) inflammation induction with TNF-α (5 ng/mL) for 3 h. Whole-genome RNA sequencing was performed. (**A**) Histogram showing the percentage of genes downregulated by Prop, But or both in preventive and therapeutic treatments. (**B**) Venn diagram showing the comparisons among genes downregulated by Prop or But under preventive and therapeutic conditions. (**C**) Histograms of the ten most significant biological processes determined by Gene Ontology (GO) functional enrichment analysis of the 103 common genes regulated by propionate and butyrate, in both preventive and therapeutic treatments. (**D**) Heatmaps of the ‘inflammatory response’ and ‘immune response’ biological processes showing the upregulated genes (red) with TNF-α (TN) and downregulated genes (blue) by Prop and But (PRTN, BUTN, TNPR, TNBU). Data are shown as the log2 fold change (FC) of each experimental condition compared with control (untreated cells).

### *In vivo* propionate and butyrate administration impairs progression to CKD

To determine whether propionate and butyrate could help counteract progression towards chronic damage, a pre-clinical model of nephropathy induced by folic acid was developed and long-term (45 days) renal damage and function were analysed. The SCFAs administration regimen included five doses given early at around the time of damage, in contrast to a previous study in which SCFAs or high-fibre diets were maintained throughout the experiment [26]. Here, SCFAs were administered 24 h before the damage and daily until the third day thereafter (Supplementary data, Fig. S7A). Results showed that eGFR and BUN levels assayed long term were preserved in the groups treated with propionate and butyrate (Supplementary data, Fig. 7B and C). The kidneys had a similar appearance to those of the control group, with no evidence of renal shrinkage with uneven surfaces, as was characteristic of the kidneys from the renal-damage group (FAN mice group) (Supplementary data, Fig. 7D). Moreover, reduced expression of the kidney damage markers KIM-1 and NGAL (Supplementary data, Fig. S7E) and a clear diminution of collagen deposits in the interstitial space (Supplementary data, Fig. S7F and G) in the treated group indicated the potential of SCFAs for preventing progression towards chronic renal damage.

To determine the impact of propionate and butyrate once damage had been initiated, SCFAs were administered 3 h after folic acid–induced damage and daily until five doses had been given (Fig. 5A). As before, the SCFA-treated group had kidneys with a size and form similar to those of the control group (Fig. 5B). Renal function, as determined by BUN levels, was partially recovered soon (48 h) after damage (Fig. 5C) and low levels were maintained over the long term (45days), consistent with higher eGFR in the treatment groups (Fig. 5D and E). The renal injury markers KIM-1 and NGAL, assayed at transcriptional and protein levels, were significantly reduced after SCFA treatment (Fig. 5F and G). Additionally, the expression of inflammatory markers, such as *Ccl5, Ltb, Tnf, Cd40, Vcam1* and *Csf1* and those related to NF-κB signalling, such as *Nfkb1* and *Tnip1*, were less strongly induced in the presence of propionate and butyrate (Fig. 6A). In other words, it is associated with less expression of extracellular matrix components (*Acta2, Col1a1, Aifm2, Fn1*) (Fig. 6B and C) and reduction in renal interstitial fibrosis as assayed by collagen staining (Fig. 6D and E).

**Figure 5:**
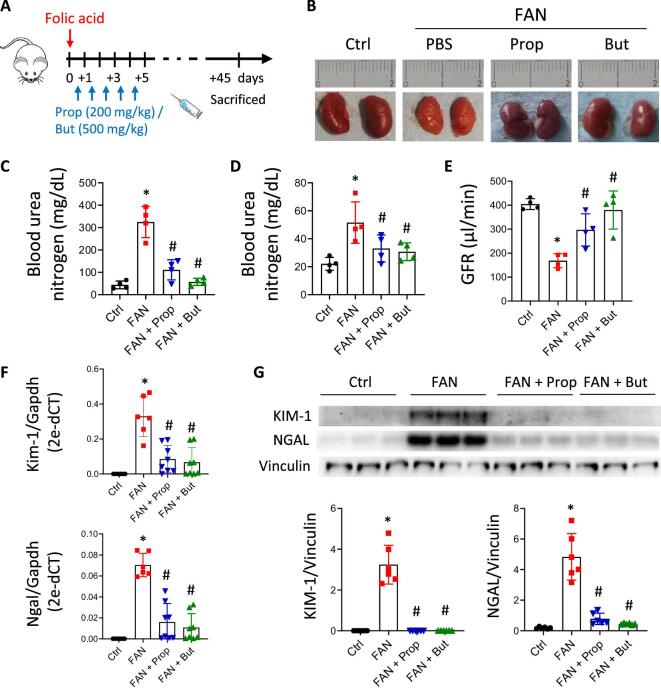
Administration of propionate (Prop) and butyrate (But) after acute damage restores renal function and injury markers. (**A**) Graphic representation of the AKI-to-CKD transition mouse model induced by high doses of folic acid (250 mg/kg) and ip administration of Prop (200 mg/kg) and But (500 mg/kg), beginning 3 h after damage and continuing for 5 consecutive days. Renal function and kidneys were analysed at Day +45 in the following groups: control (Ctrl; *n* = 6), folic acid nephropathy (FAN; *n* = 6), FAN pre-treated with Prop (Prop + FAN; *n* = 8) and FAN pre-treated with But (But + FAN; *n* = 8). (**B**) Representative images of kidneys from the different groups. Determinations of the BUN at early time, 48 h (**C**), and at long term, 45 days (**D**), and measurement of the transcutaneous GFR at Day +45 (**E**) (*n* = 4 mice per group). Expression of the renal damage markers KIM-1 and NGAL from each group by RT-PCR (**F**) and western blotting (**G**) analyses (*n* = 6–8 mice per group). *Gapdh* and vinculin were used as endogenous controls for each respective assay. Data are shown as the mean ± SD. *P < .05 vs Ctrl; ^#^*P* < .05 vs FAN as determined by the Mann–Whitney test.

**Figure 6:**
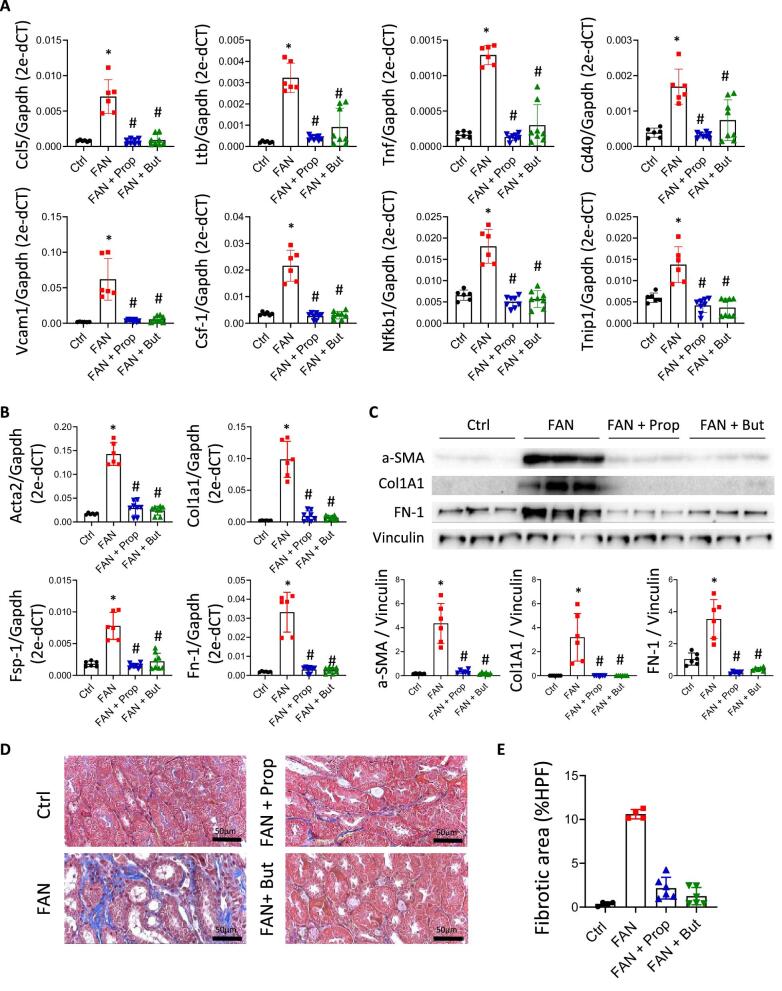
Early administration of propionate (Prop) and butyrate (But) after renal damage limits progression to CKD. Mice were treated with high doses of folic acid (250 mg/kg) and 3 h after damage Prop (200 mg/kg) and But (500 mg/kg) were administered over the next 5 days. Kidneys were examined at Day +45 in the following groups: control (Ctrl; *n* = 6), folic acid nephropathy (FAN; *n* = 6), FAN pre-treated with Prop (Prop + FAN; *n* = 8) and FAN pre-treated with But (But + FAN; *n* = 8). (**A**) Transcriptional expression of pro-inflammatory molecules in kidney tissue analysed by RT-PCR (*n* = 6-8 mice per group). Expression of fibrosis markers by RT-PCR (**B**) and western blot (**C**) in kidney tissue (*n* = 6-8 mice per group). *Gapdh* and vinculin were used as endogenous controls for the respective assays. (**D, E**) Representative images (40× magnification) of Masson's trichrome staining at Day +45 in the different groups and the corresponding quantification of their fibrotic areas (%HPF, high-power field). Scale bar is indicated in the images. *P < .05 vs Ctrl; ^#^*P* < .05 vs FAN as determined by the Mann–Whitney test. Data are shown as the mean ± SD.

### Early intervention with SCFAs after damage is key to inhibiting transition to CKD

The time after the initial injury that SCFA administration continued to be effective was determined (Fig. 7A). Only propionate was assayed due to the similar effect of the two SCFAs. Results showed that administering propionate up to 12 h after damage was able to maintain reduced levels of BUN and serum creatinine (Fig. 7B and C) and of the renal damage markers, KIM-1 and NGAL (Fig. 7D). Partial recovery of klotho expression was observed after propionate treatment (Fig. 7E). Histological analysis showed less renal damage in all treatment groups (Fig. 7F).

**Figure 7:**
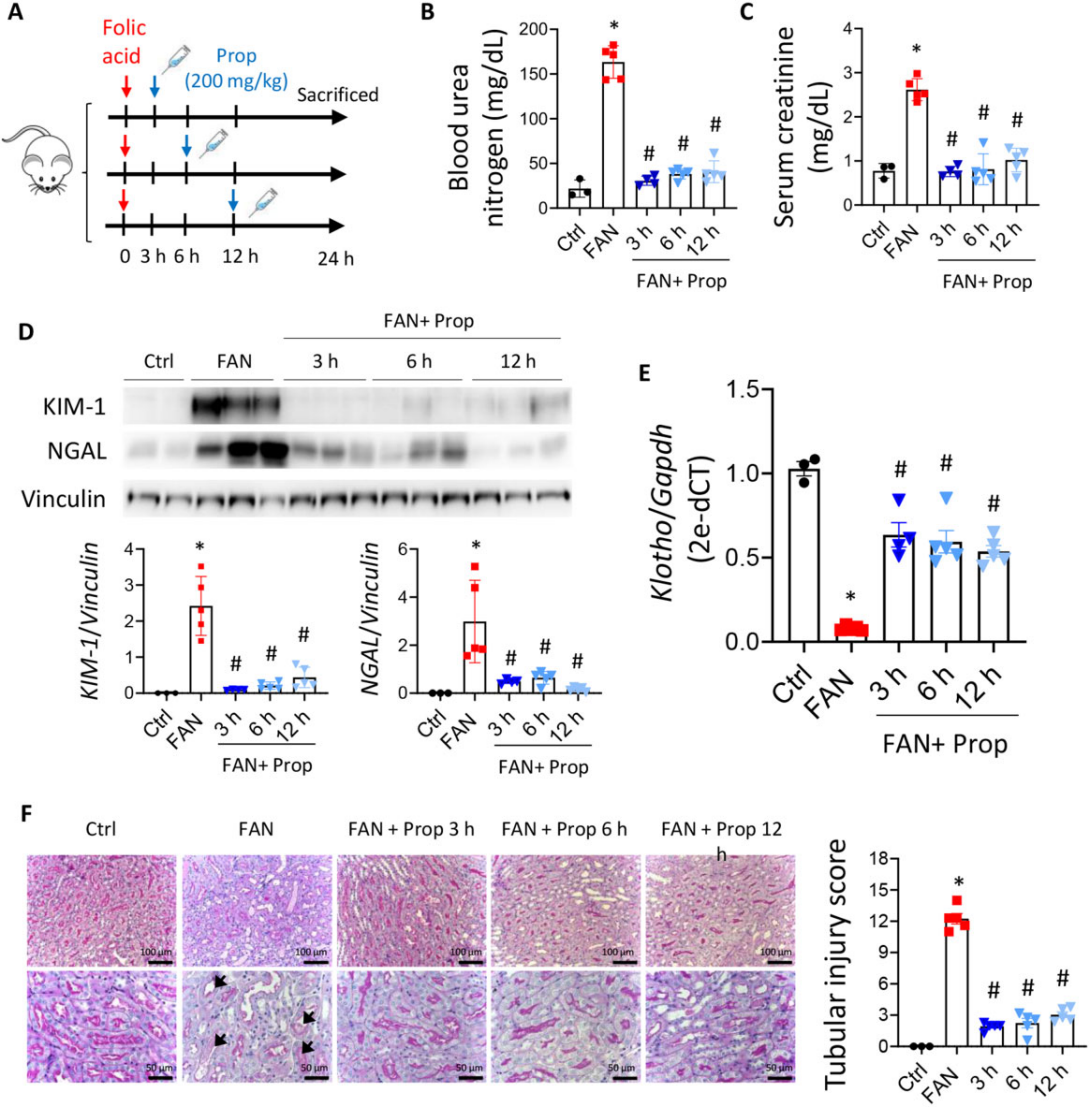
Therapeutic window of propionate (Prop) to revert initial renal damage. (**A**) Graphic representation of the renal damage mouse model induced by high doses of folic acid (250 mg/kg). Prop (200 mg/kg) was ip administered 3 h, 6 h and 12 h after folic acid, and parameters were analysed 24 h after initial damage. Groups: control (Ctrl; *n* = 3), folic acid nephropathy (FAN; *n* = 5), FAN + Prop 3h (*n* = 4), FAN + Prop 6h (*n* = 5) and FAN + Prop 12h (*n* = 5). Quantification of the serum levels of BUN (**B**) and creatinine (**C**). (**D**) Determination of protein levels of the renal injury markers KIM-1 and NGAL in kidney tissue by western blotting. Vinculin was used as an endogenous control. (**E**) Quantification of transcriptional levels of klotho (*Kl*). *Gapdh* was used as an endogenous control. (**F**) Representative images of periodic acid–Schiff-stained sections (upper panel = 20×; bottom panel = 40× magnification) and quantification of the damage in the different groups. Scale bars are indicated in the images. Arrows indicate presence of tubular casts, cell desquamation, microhematuria and loss of brush border. Data are shown as the mean ± SD. *P < .05 vs Ctrl; ^#^*P* < .05 vs FAN as determined by the Mann–Whitney test.

To verify the observed *in vitro* changes related to weaker inflammatory and immune responses by SCFAs in this model, the immune cells infiltrating the kidney were analysed by flow cytometry (Supplementary data, Fig. S8). A significant increase of leukocytes, mainly neutrophils and monocytes, was observed after damage and infiltration was drastically reduced following administration of propionate although the extent of this infiltration was dependent on the time of administration (Fig. 8A and Supplementary data, Fig. S9A). No changes in T cell and macrophage subsets were detected upon renal injury or after propionate treatment (Supplementary data, Fig. S9B and C). Reduced infiltration of neutrophil and monocyte cells within the kidney was associated with decreased expression of chemokines such as *Ccl2, Ccl5, Cxcl2* and *Cxcl3*, and cytokines *Il6* and *Tnf* (Fig. 8B). The effect upon these pro-inflammatory molecules was dependent on when propionate was administered.

**Figure 8:**
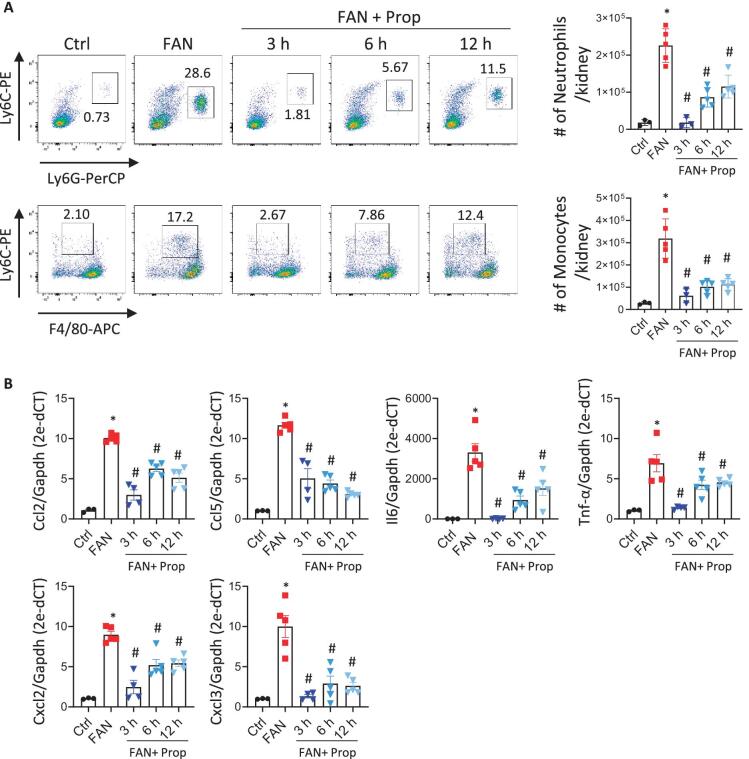
Propionate (Prop) decreases immune cell infiltration and inflammation shortly after kidney damage. (**A**) Determination by flow cytometry analysis of the number of neutrophils and monocytes infiltrating the kidney in the mouse groups: control (Ctrl; *n* = 3), folic acid nephropathy (FAN; *n* = 5), FAN + Prop 3h (*n* = 4), FAN + Prop 6h (*n* = 5) and FAN + Prop 12h (*n* = 5). The left panels show representative dot plots of each group, and numbers indicate the percentage of neutrophils or monocytes from parental cells. Complete gating strategy is shown in Supplementary data, Fig. S9. The right histograms represent the quantification of the total cell number, neutrophils or monocytes, per kidney. (**B**) Expression of pro-inflammatory molecules in kidney tissue analysed by RT-PCR in the different groups. *Gapdh* was used as an endogenous control (*n* = 3–5 mice per group). Data are shown as the mean ± SD. *P < .05 vs Ctrl; ^#^*P* < .05 vs FAN as determined by the Mann–Whitney test.

To investigate whether the effect of the propionate treatment is independent of the intestinal flora, we used the same approach of administering propionate 3 h after renal damage induction, but in mice previously treated with broad-spectrum antibiotics to deplete their original intestinal flora (Fig. 9A). Again, we observed that early administration of propionate enables recovery of renal function (creatinine and BUN levels), klotho expression, and reduction of the KIM-1 and NGAL renal damage markers while maintaining a low level of expression of pro-inflammatory molecules (Fig. 9B–F). To corroborate these findings, propionate was additionally administered to mice with an intact microbiota at the same doses but by oral gavage. The results were compared with those of the mouse group with ip administration of propionate (Supplementary data, Fig. S10A). It is of particular note that no effect was observed on renal function, klotho expression or damage markers when propionate was orally administered (Supplementary data, Fig. S10B–F). Therefore, we can conclude that these metabolites have a direct effect in the kidney after ip administration that is independent of the gut microbiota, as evidenced by the similar levels of bacterial groups and propionate levels in cecum samples (Supplementary data, Fig. S10G and H). Only a few specific changes were observed in Lactobacillus and Enterobacteriaceae, but these were probably related to the renal damage rather than to the administration of propionate.

**Figure 9:**
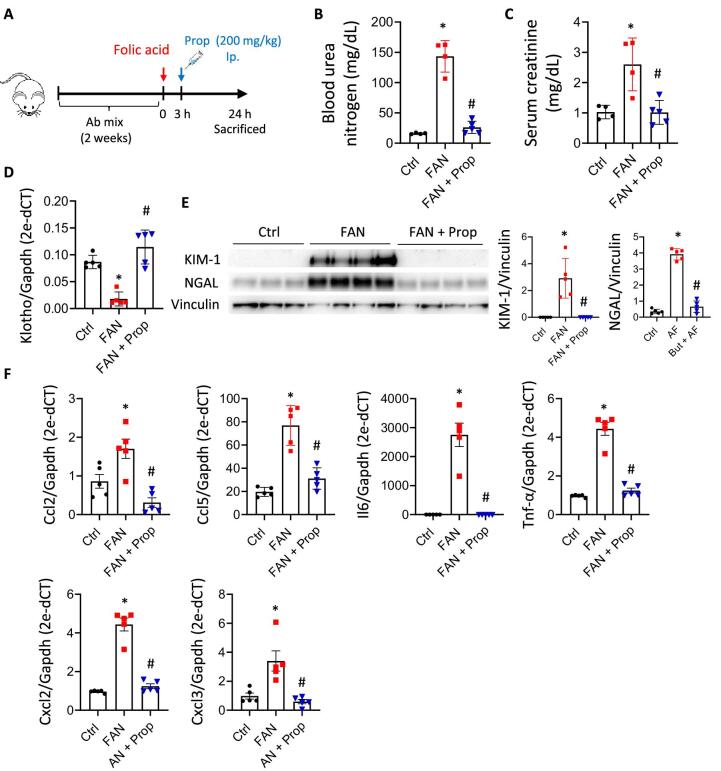
Propionate (Prop) and butyrate (But) alleviate renal damage independently of the gut microbiota. (**A**) Graphic representation of the renal damage model induced in mice pre-treated with broad-spectrum antibiotics (Ab mix) for 2 weeks, followed by ip administration of a high dose of folic acid (250 mg/kg) and Prop (200 mg/kg, 3 h after FA). Mice were sacrificed 24 h after damage. Groups: control (Ctrl; *n* = 3–5), folic acid nephropathy (FAN; *n* = 4–5), FAN treated with Prop (FAN + Prop; *n* = 5). Quantification of the serum levels of BUN (**B**) and creatinine (**C**). (**D**) Quantification of the transcriptional levels of klotho. (**E**) Determination of protein levels of the renal injury markers KIM-1 and NGAL in kidney tissue by western blotting. (**F**) Expression of pro-inflammatory molecules in kidney tissue analysed by RT-PCR in the different groups. *Gapdh* and vinculin were used as endogenous controls for RT-PCR and western blotting, respectively. Data are shown as the mean ± SD. *P < .05 vs Ctrl; ^#^*P* < .05 vs FAN as determined by the Mann–Whitney test.

## DISCUSSION

There is strong evidence to show that the gut microbiota influences renal pathology. However, despite all these studies, the direct impact of the SCFAs, independent of the gut microbiota, has not been fully clarified. Here, we have shown that propionic and butyric acid levels are gradually reduced in CKD patients as the disease progresses and are closely correlated with clinical parameters of renal function, supporting the bidirectional relationship between the gut and kidney. Additionally, we have demonstrated that early administration of propionate and butyrate after injury, and within a defined therapeutic window, limits recruitment of myeloid cells to the kidney and reduces the inflammatory and pro-fibrotic responses. Therefore, these SCFAs can directly modulate the kidney, without inducing changes in the gut microbiota, and can regulate a variety of maladaptive processes triggered immediately after AKI that contribute to subsequent chronic renal damage.

The many studies carried out so far have identified quantitative and qualitative alterations in the gut microbiota of CKD patients that are associated with the production of their microbial metabolites [39–41]. The balance between competing bacterial groups had been confirmed by the negative correlation between faecal levels of butyric acid and the serum levels of some uraemic toxins, such as p-cresyl sulfate, p-cresyl glucuronide and trimethylamine N-oxide [42, 43]. In our study, no changes in the bacterial composition were detected in CKD patients and only a slight reduction of *Lactobacillus* was reported, providing further evidence of its beneficial role [44]. Disparities between studies could be due to the different composition of the populations analysed, and we cannot rule out the possibility that further studies based on microbiome sequencing could provide us with more details about the microbial diversity in these patients. However, we detected a clearly significant and concomitant reduction of the propionate and butyrate levels as the disease progressed. Previously, Wang *et al*. [43] reported a similar result in a larger cohort of CKD patients, but they only detected low levels of butyrate in advanced (CKD5) stages of the disease compared with early (CKD1–4) stages and healthy controls. Thus, to the best of our knowledge, this is the first time that the propionate levels have also been associated with the progressive loss of renal function. Wang *et al*. [43] also reported a reduced faecal concentration of butyrate-high-producing bacteria, such as the phylum Firmicutes, but no association with butyrate levels was described. Thus, we speculate that the determination of SCFAs levels in these patients could be a more homogeneous and reliable marker than the quantification of bacteria due to the strong influence of diet and food habits on microbiota diversity and to cross-feeding. In the latter phenomenon, some bacteria are fed with SCFAs produced by other bacteria, which makes it more difficult to demonstrate a direct correlation between SCFA levels and their bacteria of origin [45].

It is clearly established that low-grade systemic inflammation contributes to CKD development. In our study, we observed elevated serum levels of TNF-α and CXCL8 (IL-8), but no other assayed cytokines, in patients with advanced CKD, as previously reported [46, 47]. However, this was not correlated with SCFA levels. Inflammation in CKD is a complex condition that is influenced by a variety of patient-related factors, such as the underlying diseases, comorbidities, infections, and the genetic and lifestyle factors connected to diet and microbiota [48]. Thus, taking all these variables into account could help determine the contribution of inflammation to renal function decline before reaching end-stage renal disease, whereupon a more homogeneous condition is probably established because of the significant contribution to the disease.

Here, a well-established model of AKI-to-CKD transition induced by folic acid was used to evaluate the restoration of the SCFA levels in the progression of renal disease. In this process, multiple lines of evidence have shown that TECs drive the inflammatory and pro-fibrotic phenotypes that aggravate the damage [49]. By analysing the transcriptional profile of these cells under inflammatory conditions, we found that the changes induced by propionate and butyrate point in two main directions: downmodulation of pro-inflammatory molecules and recruitment of immune cells. These changes were similar when metabolites were added before or after TNF-α activation, suggesting for the first time that these compounds are able to revert, rather than just prevent, inflammation. These results demonstrate that propionate and butyrate can prevent the immune and inflammatory responses triggered as a consequence of an initial injury, avoiding the development of fibrosis over the long term. 

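The changes against TN were alike whether the SCFA was added before or after TNF-α. Across genes, the log2 fold changes of PRTN and TNPR correlated with r = 0.915 and those of BUTN and TNBU with r = 0.917. Simulated groups drawn from TN, without an effect, gave 0.513 and 0.503 because TN is shared. Groups drawn from Ctrl, which lack only the TNF-α change, gave 0.793 and 0.786. Among the 6698 genes changed by over 2-fold in PRTN, 99.4% had the same sign in TNPR, and among the 6203 in BUTN, 99.5% had the same sign in TNBU. The difference between the times was also tested itself. TNPR and PRTN differed in 39 genes (13 higher and 26 lower in TNPR, limma-voom, over 1.5-fold and adjusted p under 0.05), and TNBU and BUTN in 65 genes (23 higher and 42 lower in TNBU). Of the genes lower after TNF-α, 13 with propionate and 22 with butyrate were TNF-α-induced genes, and 15 genes were lower and 8 higher with both SCFAs. In the limma-voom fit of all 12 libraries, the difference in timing was not called as differing between the SCFAs for any gene. At an unadjusted p under 0.05 it did differ for 694 genes. DESeq2 called 4 such genes at an adjusted p under 0.05, and edgeR and limma-voom without the gene filter called 1 each. In a fit of only the 2 groups compared, 7 of the 39 and 4 of the 65 genes were called.

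LCN2, which encodes NGAL (ENSG00000148346.11, chromosome 9, 128149071 to 128153453), was higher when the SCFA came after TNF-α, at 471 ± 3.43 CPM in TNPR against 128 ± 5.58 in PRTN and 816 ± 32.0 in TNBU against 228 ± 0.137 in BUTN (SD, n = 2 in each), with log2 fold changes of 1.88 (standard error 0.06, adjusted p = 9.49e-09) and 1.84 (standard error 0.06, adjusted p = 6.54e-09 from limma-voom). ICAM1 (ENSG00000090339.8, chromosome 19, 10271093 to 10286615) was lower, at 301 ± 9.62 CPM in TNPR against 604 ± 9.80 in PRTN and 375 ± 11.3 in TNBU against 809.8 ± 40.0 in BUTN. These genes kept their calls in the fits of only the 2 groups compared. LCN2 and ICAM1 were chosen after their values were seen. Cells treated after TNF-α were also collected later after it, and no cells were kept as long without an SCFA. Time since TNF-α and order of treatment therefore cannot be told apart for these differences. From the similar changes before and after TNF-α, the paper proposes that the compounds are able to revert inflammation rather than only prevent it.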

Even more significantly, these metabolites are able to curb the loss of renal function once it has been initiated.

Propionate was found to impair recruitment of neutrophils and monocytes and was dependent upon administration time. It was also correlated with decreased expression in the kidney of chemokine genes responsible for attracting these myeloid cells, such as *Cxcl2, Cxcl3, Ccl2* and *Ccl5*. Recruitment of neutrophils is an early event in AKI that exacerbates further infiltration of monocytes/macrophages and aggravates and perpetuates chronic inflammation in CKD progression [50]. Butyrate not only reduces the migration of neutrophils to the sites of damage in different pathological contexts, but also interferes with neutrophil extracellular trap formation and response to oxidative stress [51, 52]. Thus, reducing the infiltration of these myeloid cells in the first hours after injury could be essential to impeding exacerbated inflammation. We hypothesized that the dampening of the inflammatory response is indeed responsible for the long-term recovery of the kidney, as has been previously reported [53]. However, we cannot discount the possibility that these metabolites initially protect the epithelial cells from damage, with a consequent reduction in the inflammatory response. To rule out this alternative explanation, experiments using single-cell techniques to determine the responses of various cell types to SCFAs, in a time-dependent context, should be conducted.

Previously, pre-clinical studies had shown that maintaining sufficient SCFA levels, either by feeding with high-fibre diets or through direct supplementation into drinking water, can help preserve the function of kidneys damaged by ischemic acute injury or glomerular pathology [24, 25, 54]. More recently, supplementation with the probiotic *Lactobacillus casei* Zhang in murine models and individuals with CKD showed an improvement in kidney function due to the anti-inflammatory properties of SCFAs and nicotinamide [27]. All these investigations have primarily focused on the effects mediated by the SCFAs because of changes induced in gut microbiota composition. In contrast, our investigation took a novel approach by evaluating the direct impact of these microbial metabolites (propionate and butyrate) on the mechanisms triggered in the kidney following damage.

Using the same model of renal damage, Liu *et al*. [26] showed that the continuous administration of SCFAs in drinking water, beginning 2 weeks before damage and maintained throughout the study, led to a partial recovery of renal function over the long term (28 days). Our study provides valuable new insight by describing that the administration of propionate or butyrate only on the days immediately before and after peak acute injury (from –24 h until +72 h) allows long-term preservation of renal function. Therefore, these findings considerably narrow the optimal intervention window for SCFAs, indicating that the days around an acute injury are crucial if maximum benefit is to be gained. Similar results were observed when both microbial metabolites were administered once damage had been initiated: the observed rapid recovery of renal function helps establish a therapeutic window for the use of these metabolites as treatment. This delineation of the timing of SCFA administration for maximum efficacy represents a major advance in therapeutic strategy.

The initial phase of folic acid–induced damage is characterized by a maladaptive repair leading to atrophic proximal tubules and renal interstitial fibrosis [55]. Multiple mechanisms triggered in the TECs, such as oxidative stress, cell death, cell cycle arrest and defective tubular regeneration, are involved. Andrade-Oliveira *et al*. [24] showed that acetate reduces apoptosis in tubular cells, inhibits production of reactive oxygen species and activates autophagy. Results from the mRNA-sequencing studies allowed us to identify a large number of genes involved in these pathways that are modulated by propionate and butyrate. However, the exact role of these SCFAs in each pathway will require further investigations to reveal hitherto unidentified routes of action of these metabolites that are independent of the inflammation.

The two microbial metabolites had an identical impact, suggesting that their mechanism of action might be mediated by epigenetic changes via HDAC inhibition or activation of acetyltransferase p300 [56] since these properties are shared by the two metabolites. This was confirmed by the changes observed in genes involved in the chromatin remodelling, and specifically in histone acetylation, identified from the sequencing analysis of TECs. 

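The profiles with propionate and with butyrate were compared directly. PRTN and BUTN differed in 41 of 24342 genes, 10 higher and 31 lower in PRTN (limma-voom, over 1.5-fold and adjusted p under 0.05), and in 854 genes at an unadjusted p under 0.05. TNPR and TNBU differed in 2 genes, CXCL5 (log2 fold change -1.04, adjusted p = 4.23e-05 from limma-voom) and LCN2 (log2 fold change -0.79), both lower with propionate and both named here after their values were seen, and in 719 genes at an unadjusted p under 0.05. The number of called differences between PRTN and BUTN was 178 when only these 4 libraries entered the fit. No gene was called in opposite directions against TN by the SCFAs, at either time. Small differences ran in a common direction before TNF-α, where 149 of the 186 TNF-α-induced genes (80.1%) were lower in PRTN than in BUTN, with a median log2 difference of -0.18. All 16 inflammatory genes that the paper names for HK2 cells were lower in PRTN than in BUTN, with a median of -0.35, and 1 of them was called. With 15 mM propionate and 3 mM butyrate, a difference between the compounds cannot be separated from the difference in dose.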

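In the cells treated after TNF-α, the 7 genes that Table S3 lists under histone acetylation had median log2 fold changes against TN of -1.43 in TNPR and -1.32 in TNBU, and the 31 genes listed under chromatin remodeling had medians of -1.50 and -1.37. Each of these genes was called lower than TN in both groups (limma-voom, over 1.5-fold, adjusted p under 0.05). The study chose these members among genes lowered in these same libraries, so the calls are not independent evidence. They concern messenger RNA levels, and histone acetylation itself was not measured in this experiment. Within the first list, the genes encode the acetyltransferases CREBBP, KAT5 and KAT6B and the subunits or partners BRPF3, EPC1, EPC2 and BRD8, and their log2 fold changes ranged from -2.27 for EPC1 to -1.18 for KAT5 in TNPR. In the second list, JADE2 (ENSG00000043143.20, chromosome 5, 134524312 to 134583230) fell the most in TNPR, from 58.4 ± 0.946 CPM in TN to 8.56 ± 2.38 CPM (SD, n = 2 in each), a log2 fold change of -2.79 (standard error 0.17, adjusted p = 3.12e-08 from limma-voom). HDAC7, which encodes a histone deacetylase, had a log2 fold change of -1.95 in TNPR and -1.81 in TNBU.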

One example is the recovery of klotho levels, a renoprotective protein the expression of which is highly dependent on its acetylation level. Mice treated with propionate at different times after damage showed partially lowered downregulation of klotho. Similarly, it has been reported that inhibition of HDAC3 and HDAC8 derepressed klotho expression during renal fibrosis [57, 58]. However, effects mediated by activation of GPRs, such as GPR43 expressed by distal renal tubules and collecting tubules, cannot be ruled out. In fact, Liu *et al* [26], using GPR knockout mice, showed that the effect on renal function mediated by a high-fibre diet or butyrate was lost when GPR109 and GPR41 were absent. The depletion of these receptors was not kidney specific, thus it should be explored to obtain a more accurate knowledge. Furthermore, crosstalk between GPR signalling activation and HDAC inhibition might also occur, which is indicative of the great complexity of the regulatory mechanisms mediated by SCFAs.

We acknowledge that this study has some limitations. Although our model of FAN has been extensively used to study AKI-to-CKD transition [59], it does perfectly mimic human CKD. Additionally, we chose the ip administration route with the aim of reaching the kidney more efficiently and demonstrating its direct impact, independent of the influence of gut microbiota. It is known that these metabolites, when administered orally, are rapidly degraded in the gastrointestinal tract and have extremely short half-lives. Once we know the potential of these metabolites to alleviate renal damage, but before translating these results to clinical practice, novel delivery systems should be developed, such as the use of SCFA-containing nanoparticles that are targeted to tubular cells [60, 61]. On the other hand, we cannot accurately estimate the dose required for human oral supplementation. Using a Food and Drug Administration–recommended method for dose conversion between mice and humans [62], we estimated that the doses used in this study were similar to those proposed in several ongoing clinical trials cells [63]. However, further adjustments regarding the bioavailability, absorption rates and metabolic differences between administration routes still need to be considered. One important question arising from our work is whether increasing SCFAs levels in the intermediate stages of CKD would help slow down progression of the disease. This is particularly pertinent as we only treated the mice shortly after damage. This intriguing situation emphasizes the need for further research to elucidate the complex mechanisms regulated by SCFAs during the development of CKD.

In summary, the close relationship between butyrate and propionate levels and renal function in CKD patients shows the importance of these metabolites in renal damage. Using a pre-clinical model of AKI-to-CKD transition, we demonstrate that the early administration of these SCFAs after injury allows renal function to be restored and progression of the disease to be avoided. These results suggest new avenues for exploring the potential therapeutic value to renal pathology of propionate and butyrate, independent of the gut microbiota.

## Supplementary Material

gfae118_Supplemental_Files

## Data Availability

The data on which this article is based are available in the article and in its online supplementary material. Sequencing data has been deposited on the Gene Expression Omnibus repository (GEO: GSE221506). To review the sequencing data, go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221506.

# Supplementary material for: Propionate and butyrate counteract renal damage and progression to chronic kidney disease
**Source:** Nephrol Dial Transplant. 2024 May 24;40(1):133–50. doi: 10.1093/ndt/gfae118
**Supplement:** gfae118_Supplemental_Files

### Supplementary Figure 1

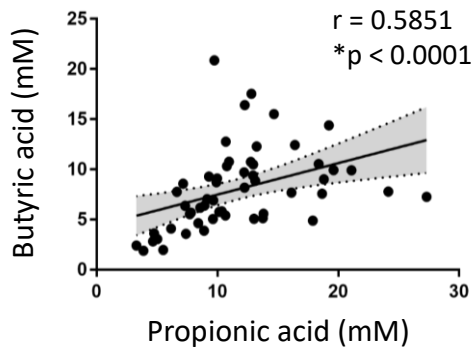

**Supplementary Figure 1.- Propionic and butyric acids show similar profiles during chronic kidney disease (CKD) progression.** Correlation between propionic and butyric acid levels obtained from faecal samples of CKD patients (n = 54). Spearman correlation coefficients were calculated; values of  $p < 0.05$  were considered statistically significant (\*).

Supplementary Figure 2

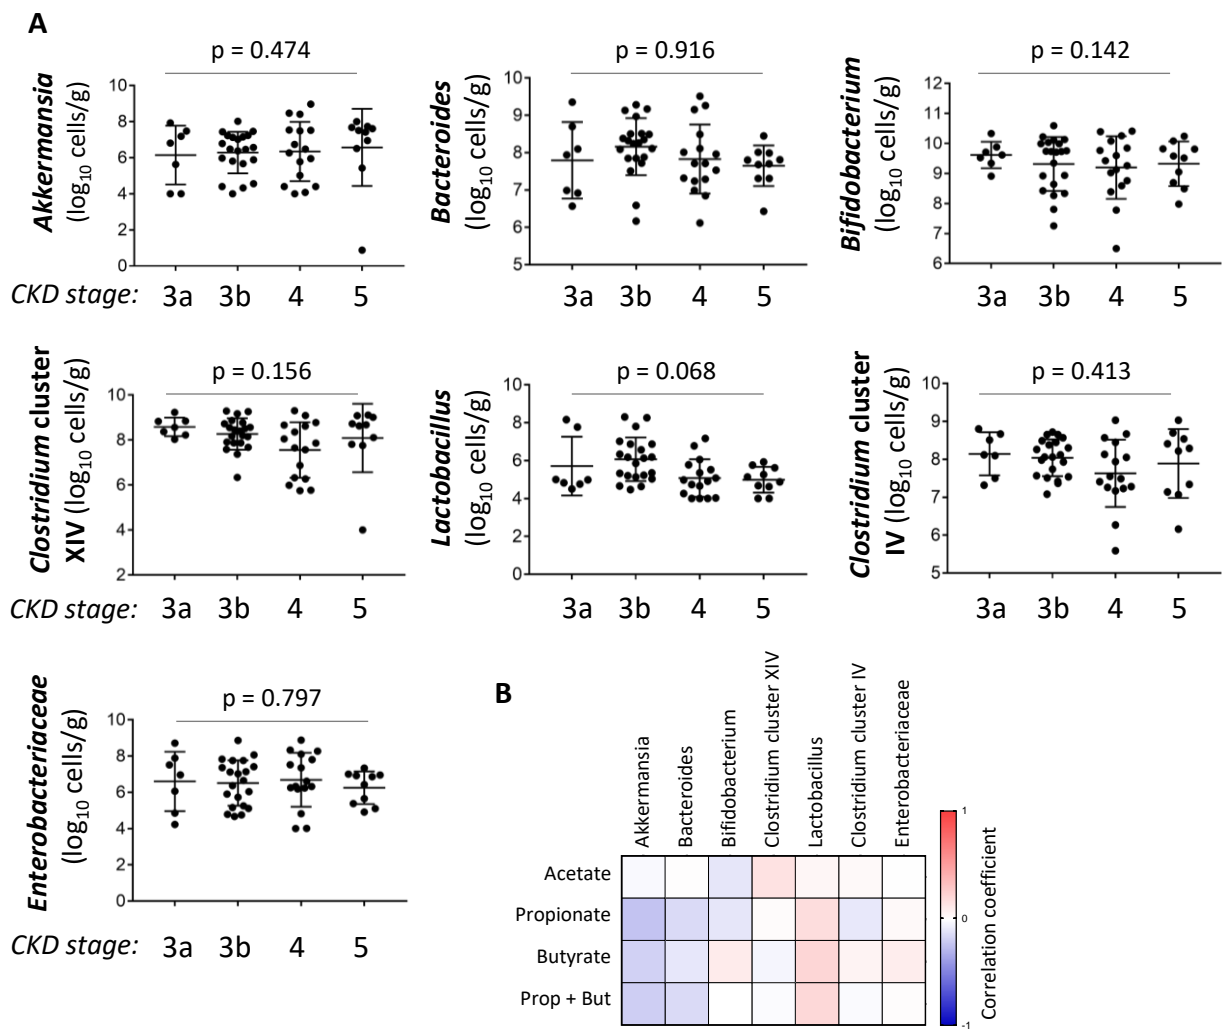

**Supplementary Figure 2.- Gut microbiota profiles in chronic kidney disease (CKD) patients at different stages of disease. (A)** Bacterial levels of diverse intestinal microbial groups (*Akkermansia*, *Bacteroides* group, *Bifidobacterium*, *Clostridium* cluster XIVa, *Lactobacillus* group, *Clostridium* cluster IV, and *Enterobacteriaceae*) in faecal samples from patients at different CKD KDIGO stages; 3a (n=7), 3b (n=21), 4 (n=16), and 5 (n=10). Data were calculated as the log of the number of cells per gram of faeces. Values are shown individually and the mean  $\pm$  standard deviation. Groups were compared using a Kruskal-Wallis test; values of  $p < 0.05$  indicate significant differences (\*). **(B)** Heatmap showing the correlation between acetic, propionic, butyric, and propionic + butyric acids and intestinal microbial groups. Positive and negative Spearman correlations are indicated in red and blue, respectively. The colour intensity is proportional to the strength of the association.

Supplementary Figure 3

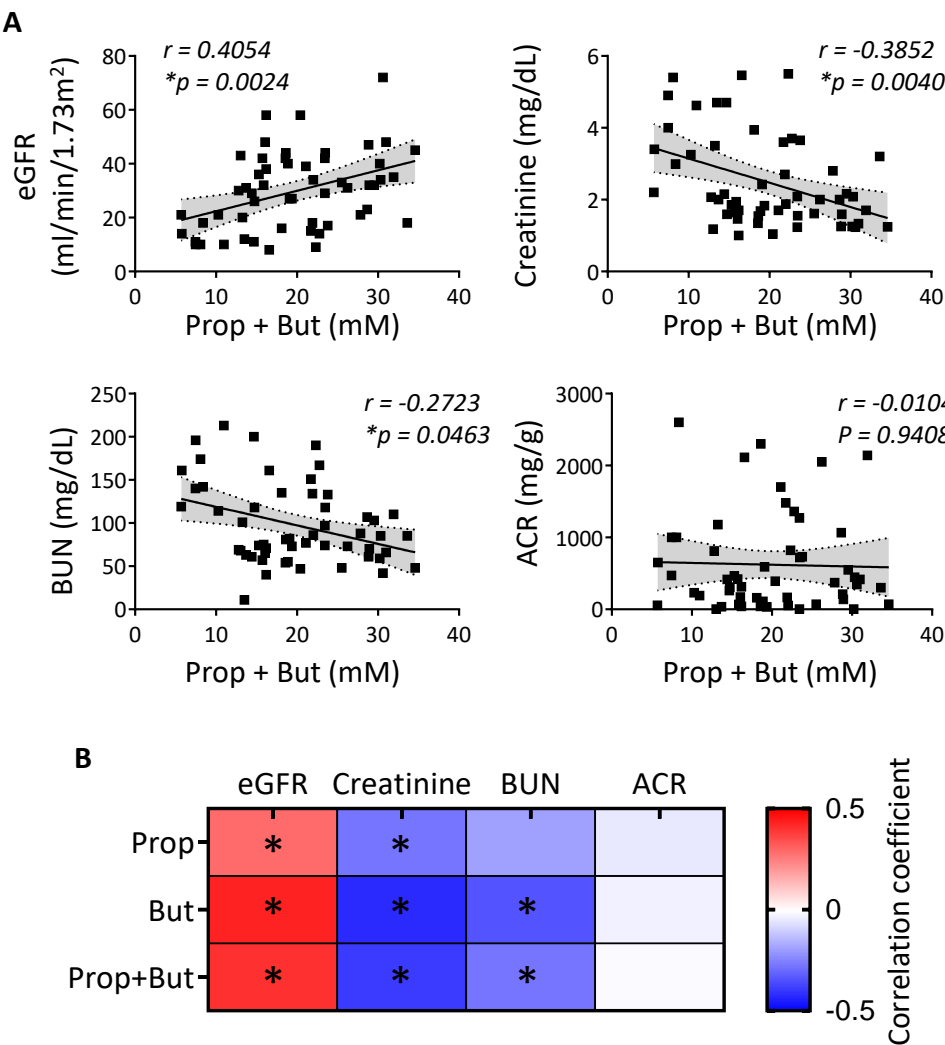

**Supplementary Figure 3.- Correlation between the propionic plus butyric acid levels and renal clinical parameters in chronic kidney disease (CKD) patients. (A)** Correlation between the absolute concentration (mM) of propionic + butyric acid and the levels of estimated glomerular filtration rate (eGFR), creatinine, blood urea nitrogen (BUN) and albumin/creatinine ratio (ACR) levels in CKD patients (n=54). **(B)** Heatmap of Spearman correlation coefficients between metabolites (propionic and/or butyric acids) and clinical parameters in CKD patients. Values of  $p < 0.05$  (\*) indicate statistically significant coefficients.

## Supplementary Figure 4

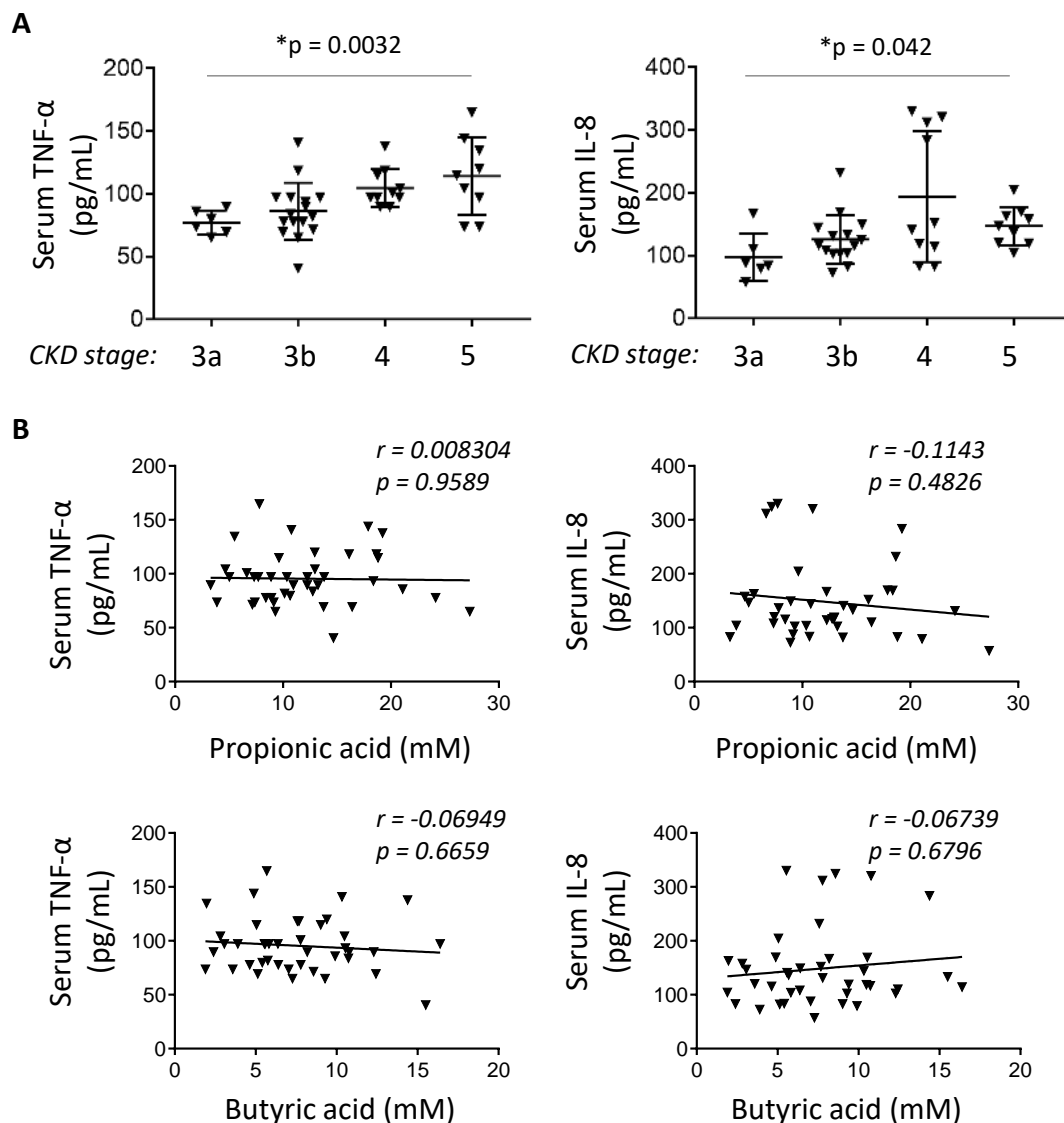

**Supplementary Figure 4.- Levels of TNF- $\alpha$  and IL-8 pro-inflammatory cytokines in chronic kidney disease (CKD) patients and correlation with short-chain fatty acids. (A)** TNF- $\alpha$  and IL-8 cytokines were assayed in serum of CKD patients at different stages of their disease: 3a (n=7), 3b (n=21), 4 (n=16), and 5 (n=10). Values are shown individually and the mean  $\pm$  standard deviation. Groups were compared using Kruskal-Wallis test, values of  $p < 0.05$  (\*) indicate statistically significant differences. **(B)** Correlation between propionic or butyric acids levels obtained from faecal samples and serum levels of TNF- $\alpha$  and IL-8 cytokines in CKD patients (n=54). Spearman correlation coefficients were calculated. Values of  $p < 0.05$  (\*) indicate statistically significant coefficients.

Supplementary Figure 5

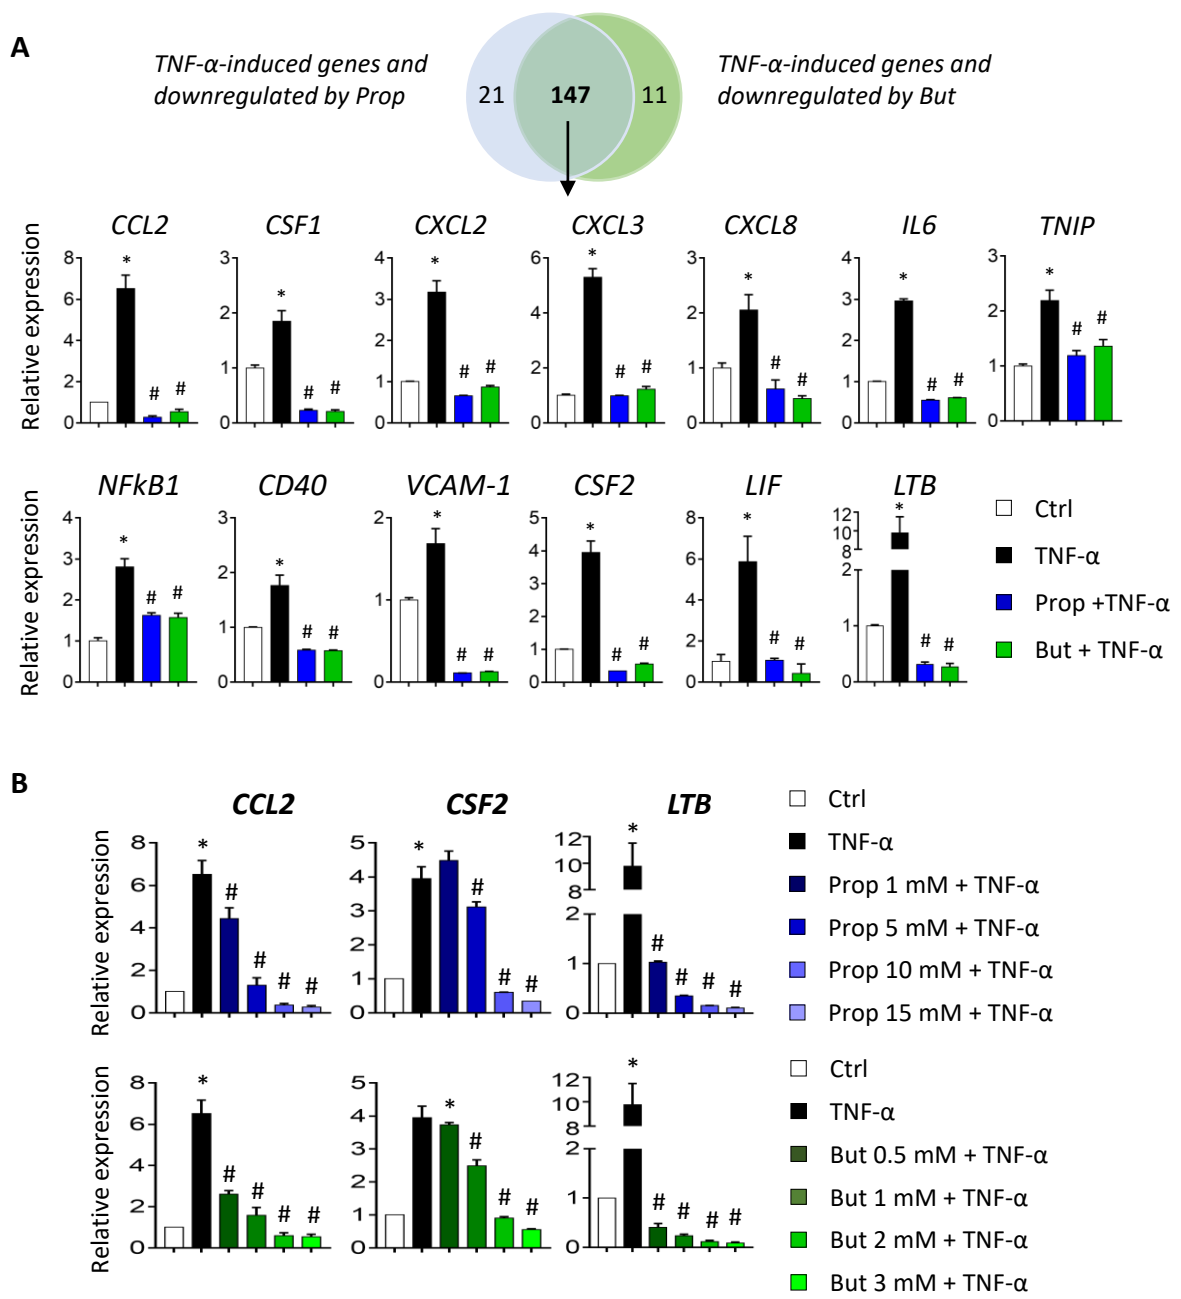

**Supplementary Figure 5.- Propionate and butyrate downregulate the inflammatory profile induced by TNF- $\alpha$  in a dose-dependent manner.** (A) Venn diagrams showing the common genes (n=147) induced by TNF- $\alpha$  and downregulated by propionate and butyrate. Histograms show the gene expression of representative genes quantified by RT-PCR. (B) Expression of *CCL2*, *CSF2* and *LTB* was assayed by RT-PCR in the HK2 cell line after treatment for 24 h with different doses of propionate (Prop; 1, 5, 10, and 15 mM) and butyrate (But; 0.5, 1, 2, and 3 mM) following induction of inflammation with TNF- $\alpha$  treatment (3 h; 5 ng/ml). *Gapdh* was used as an endogenous control. Data are shown as the mean  $\pm$  standard deviation of two independent experiments and were compared using the t-Student test. \*p < 0.05 vs. control; #p < 0.05 vs TNF- $\alpha$ -treated cells.

Supplementary Figure 6

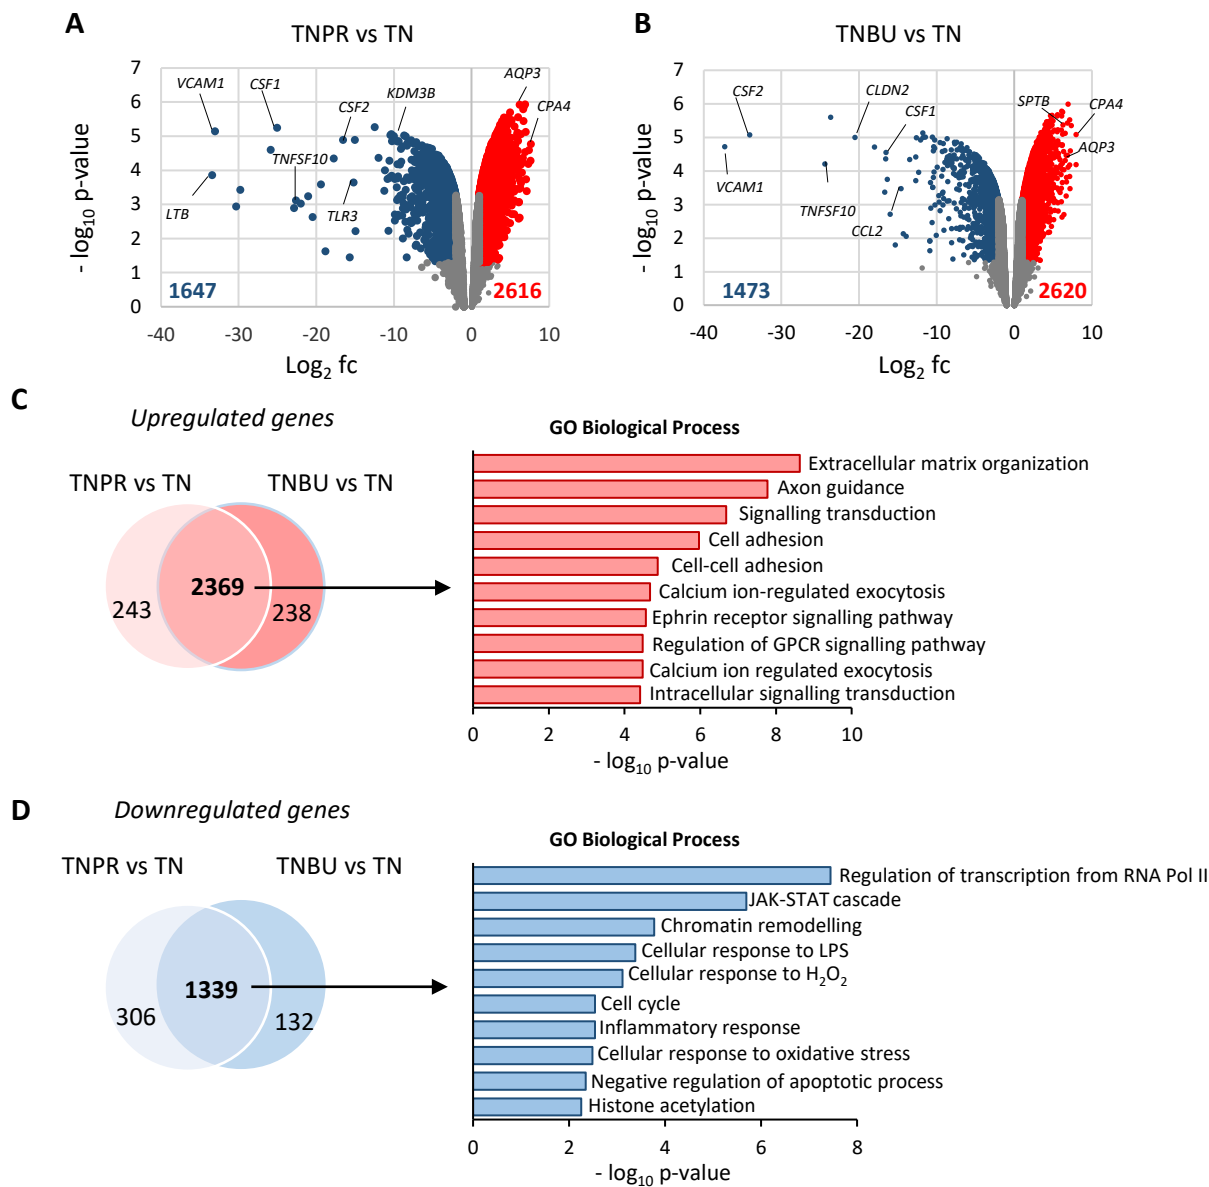

**Supplementary Figure 6.- Propionate and butyrate induce transcriptional changes in tubular epithelial cells independent of TNF- $\alpha$ .** Volcano plots of the TNPR vs TNF (A) and TNBU vs TNF (B) comparisons showing the differentially expressed genes (DEGs) with both SCFA independently of TNF- $\alpha$  induction. Downregulated and upregulated genes fulfilling the criteria of a  $> 2$ -fold change (fc) and adjusted  $p < 0.05$  are shown in blue and red, respectively. Some of the most significant DEG are illustrated. Venn diagrams showing the upregulated (C) and downregulated (D) genes for the different conditions, enabling the identification of a common signature of genes induced or repressed by both SCFA independently of TNF- $\alpha$  activation. Biological processes associated with each signature were identified. TN, TNF- $\alpha$ ; PR, propionate; BU, butyrate.

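Volcano plots of this kind set the size of a change in expression against its significance for each gene. From the deposited counts, 4715 genes were higher and 2290 lower in TNPR than in TN by over 2-fold with an adjusted p under 0.05 (limma-voom), and 4775 were higher and 2140 lower in TNBU. A filter that removed any gene with a count of 0 lowered the rises to 3054 in TNPR and 3054 in TNBU, against 2170 and 1942 falls. In genes with a mean over 10 CPM there were 893 rises and 1126 falls in TNPR, and 826 rises and 1029 falls in TNBU, whereas scaling by library size alone gave 1203 rises and 759 falls in TNPR and 1155 rises and 665 falls in TNBU. VCAM1 (ENSG00000162692.10, chromosome 1, 100719742 to 100739045) went from 7.68 ± 0.302 CPM in TN to 0.214 ± 0.0319 in TNPR and 0.154 ± 0.0300 in TNBU (SD, n = 2 in each), with log2 fold changes of -5.07 (standard error 0.42, adjusted p = 5.56e-07) and -5.51 (standard error 0.49, adjusted p = 1.06e-06 from limma-voom).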

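The genes higher than in TN by over 2-fold in both TNPR and TNBU numbered 4135, and the genes lower in both numbered 1787. The log2 fold changes of TNPR and TNBU against TN correlated across genes with r = 0.926, and simulated groups without an effect gave 0.503 (from 0.484 to 0.526), since both comparisons use the same TN libraries. Simulated groups drawn from Ctrl, which lack only the TNF-α change, gave 0.787 (from 0.780 to 0.793). Of the 7005 genes changed by over 2-fold in TNPR, 99.5% had the same sign in TNBU.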

Supplemental Figure 7

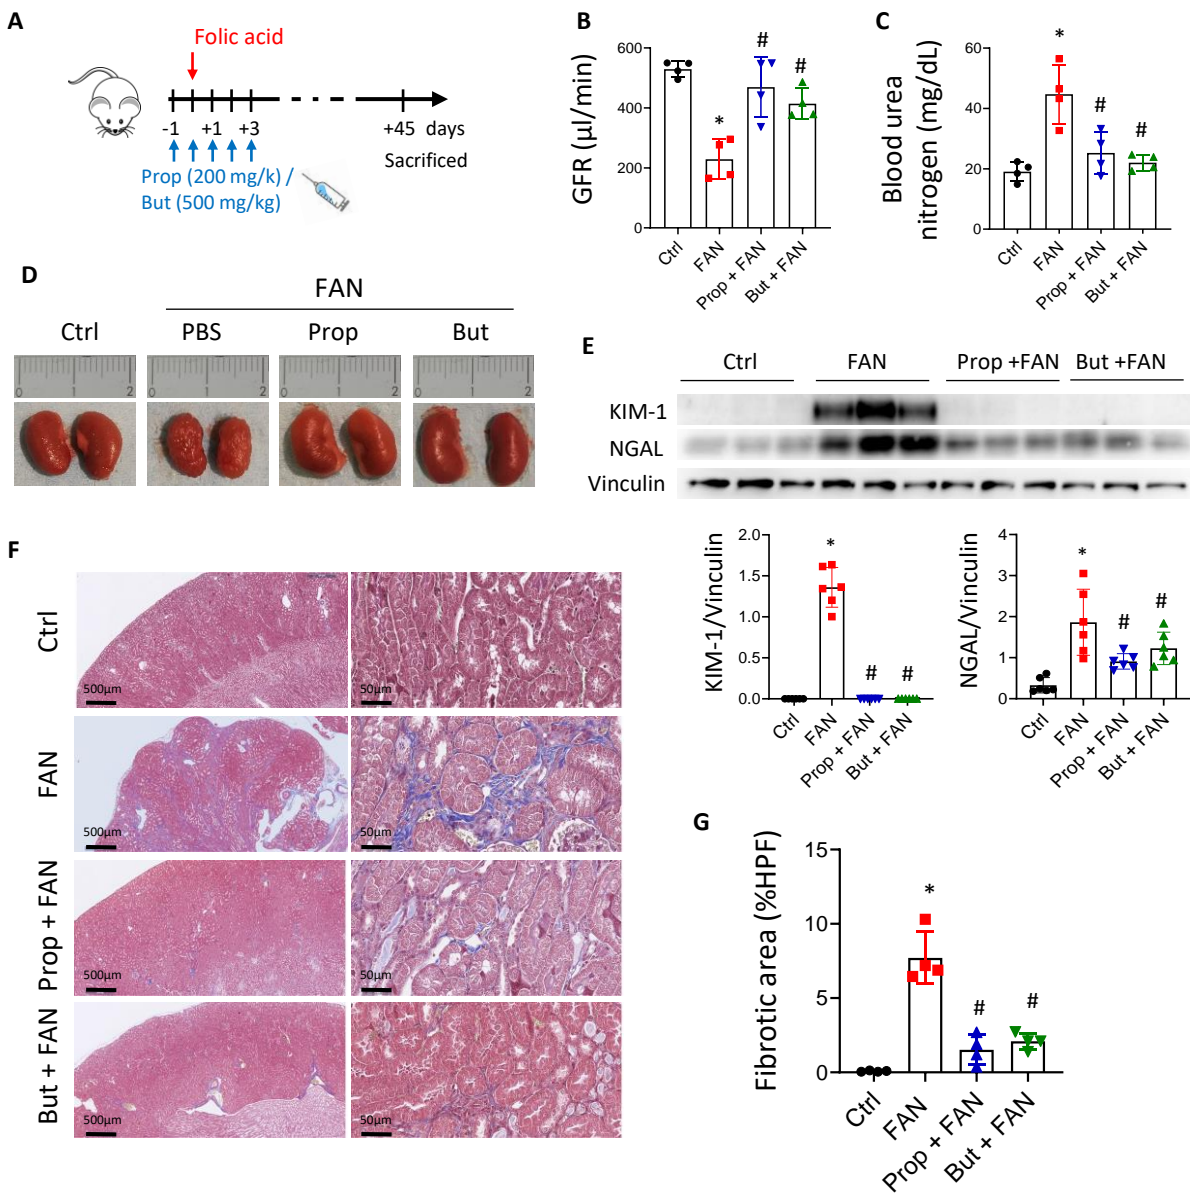

**Supplementary Figure 7.- Pre-treatment with propionate (Prop) and butyrate (But) prevents the development of fibrosis at long term.** (A) Graphic representation of a mouse model of renal damage induced by high doses of folic acid (250 mg/kg). Prop (200 mg/kg) and But (500 mg/kg) were independently administered before damage, beginning one day before (day -1) and every 24 h for five consecutive doses until day +3. Renal function and kidney tissue were analysed at day +45 in the following groups: control (Ctrl; n= 6), folic acid nephropathy (FAN; n=6), FAN pre-treated with Prop (Prop + FAN; n=8), and FAN pre-treated with But (But + FAN; n=8). Quantification of the transcutaneous glomerular filtration rate (GFR;  $\mu\text{l}/\text{min}$ ) (B) and blood urea nitrogen (mg/dL) (C) at day +45; n=3-4 mice per group. (D) Representative images of kidneys from different groups. (E) Protein levels of the renal damage markers KIM-1 and NGAL analysed by western blotting; n=6 mice per group. Vinculin was used as an endogenous control. Data are shown individually and the mean  $\pm$  standard deviation. \* $p < 0.05$  vs. control; # $p < 0.05$  vs. FAN as determined by the Mann-Whitney test. (F) Representative images of Masson's trichrome staining in the different indicated groups and their corresponding quantification of the fibrotic area (%). Scale bar is indicated in the images. Data are shown individually and the mean  $\pm$  standard deviation. \* $p < 0.05$  vs. control; # $p < 0.05$  vs. FAN as determined by the Mann-Whitney test.

## Supplementary Figure 8

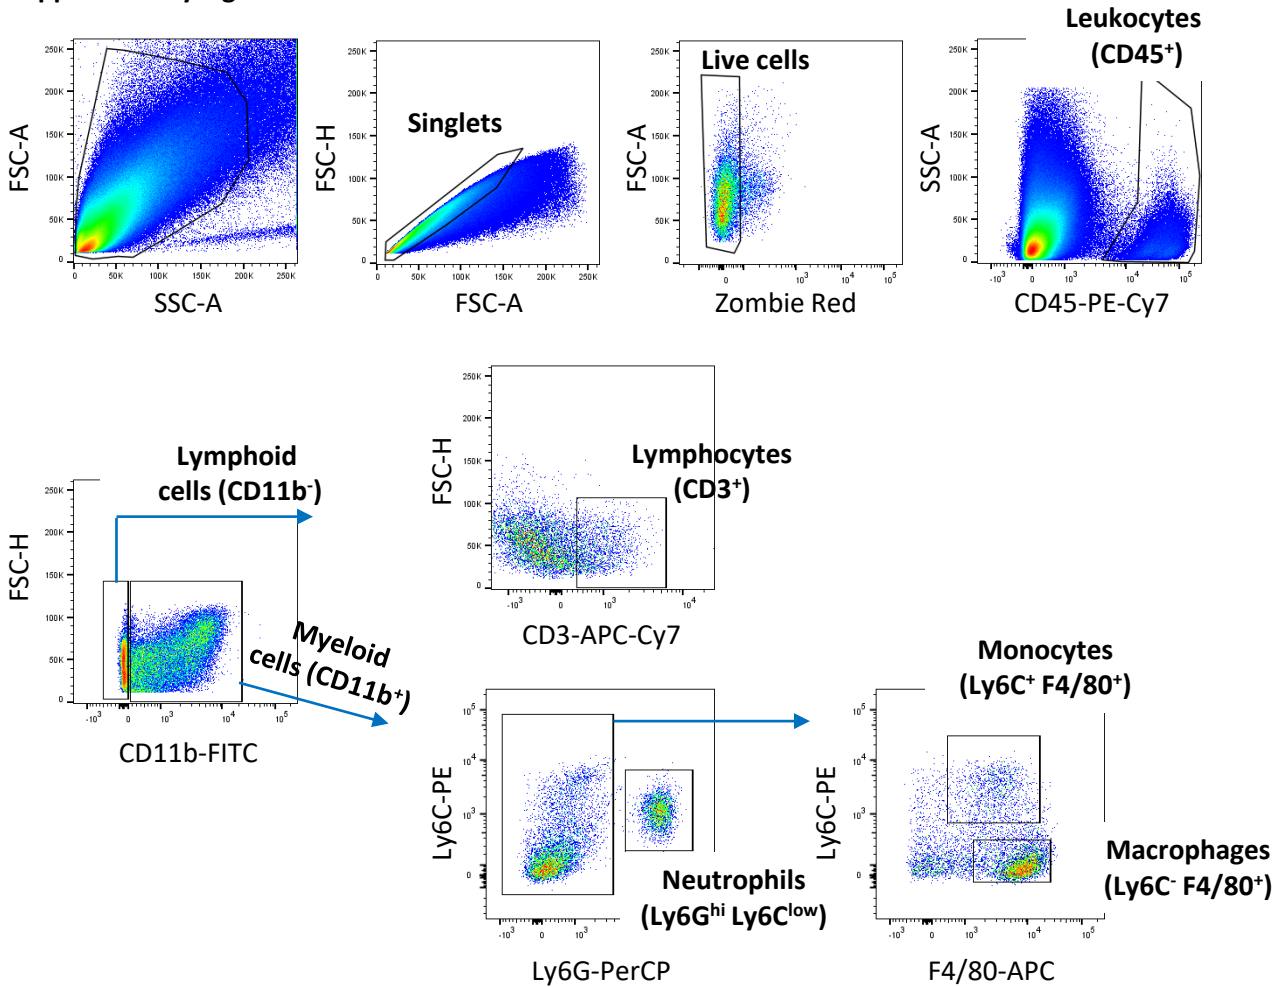

**Supplementary Figure 8.- Flow cytometry gating strategy in kidney tissue.** Gating strategy for analysing lymphoid and myeloid cell subsets infiltrating kidney tissue. Initially, debris, doublets, and dead cells (Zombie Red-negative cells) were excluded from the minced kidneys. The leukocyte population was selected using the CD45 marker. Lymphoid (CD11b<sup>-</sup>) and myeloid (CD11b<sup>+</sup>) cells were identified with the CD11b marker. Lymphocytes (CD3<sup>+</sup>) were selected from lymphoid cells using the CD3 marker. From the myeloid cells (CD45<sup>+</sup> CD11b<sup>+</sup>), neutrophils were identified according to high Ly6G and low Ly6C expression. Using the F4/80 marker, monocytes (Ly6C<sup>+</sup> F4/80<sup>+</sup>) and macrophages (Ly6C<sup>-</sup> F4/80<sup>+</sup>) were distinguished within the non-neutrophil population.

**Supplementary Figure 9**

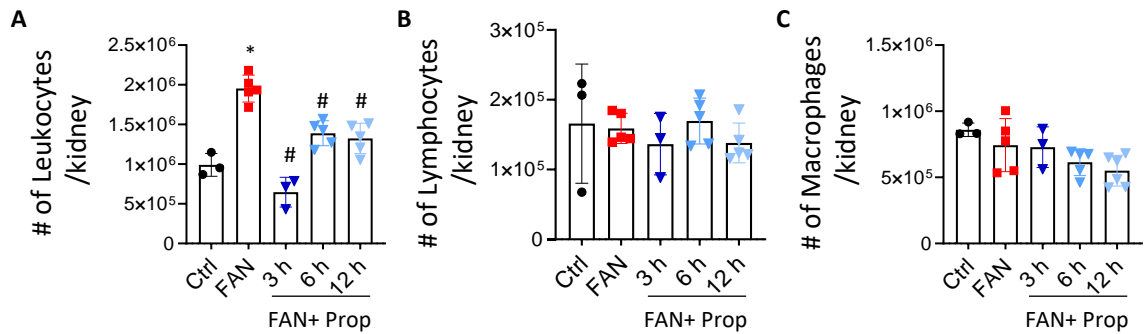

**Supplementary Figure 9.- Infiltration of immune cells after propionate (Prop) treatment.** A renal damage was induced in a mouse model with high doses of folic acid (250 mg/kg). Prop (200 mg/kg) was intraperitoneally administered at 3 h, 6 h, and 12 h after folic acid. Cells infiltrating the kidney were analysed 24 h after initial damage. Groups were control (Ctrl; n=3), folic acid nephropathy (FAN; n=5), FAN + Prop 3h (n=4), FAN + Prop 6h (n=5), and FAN + Prop 12h (n=5). Leukocytes, lymphocytes, and macrophages infiltrating the kidney were quantified by flow cytometry. Results are shown as the total cell number per kidney. The complete gating strategy is shown in **Fig. S8**. Data are represented individually and the mean  $\pm$  standard deviation. \*p < 0.05 vs. control; #p < 0.05 vs. FAN as determined by the Mann-Whitney test.

Supplementary Figure 10

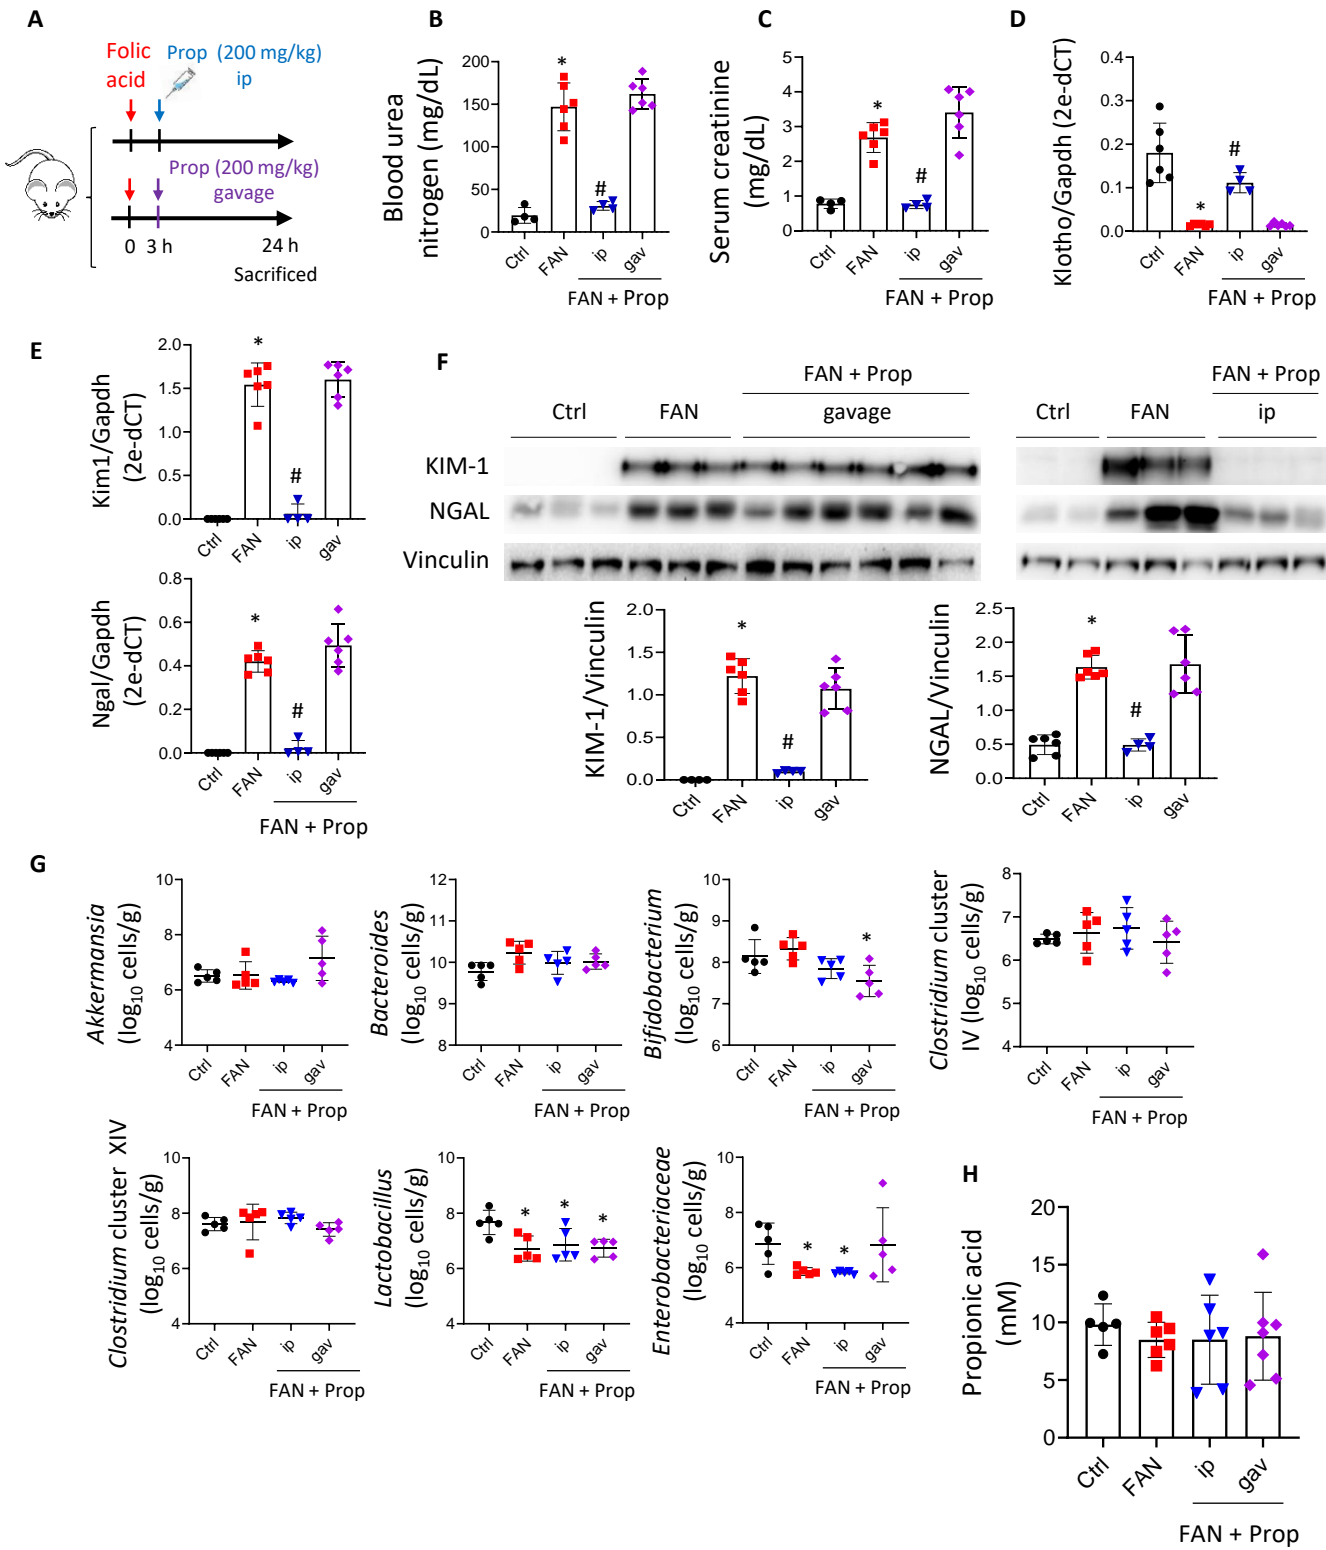

**Supplementary Figure 10.- The administration route is key to mediating the effect of Propionate (Prop) on the renal function.** (A) Graphic representation of the renal damage model induced by high doses of folic acid (250 mg/kg) followed by Prop (200 mg/kg) administration 3 h after damage, by intraperitoneal (ip) injection or gavage (gav). Mice were sacrificed at 24 h after damage. Groups: control (Ctrl; n= 4-6), folic acid nephropathy (FAN; n=6), FAN treated with Prop via ip (FAN + Prop ip; n=4-6), and FAN treated with Prop via gavage (FAN + Prop gav; n=6). Quantification of the serum levels of blood urea nitrogen (B) and creatinine (C). (D) Quantification of the transcriptional levels of *klotho*. (E,F) Determination of transcriptional and protein levels of the renal injury markers KIM-1 and NGAL in kidney tissue by western blotting. *Gapdh* and vinculin were used as endogenous controls for RT-PCR and western blotting, respectively. (G) Bacterial levels of the different microbial groups in cecum samples from mice of the different groups. Data were calculated as the log of the number of cells per gram of faeces. (H) Levels of propionate (mM) in cecum samples from the different groups. Data are shown individually and as the mean  $\pm$  standard deviation. \*p < 0.05 vs. Ctrl; #p < 0.05 vs. FAN as determined by the Mann-Whitney test.

# Supplementary material for: Propionate and butyrate counteract renal damage and progression to chronic kidney disease
**Source:** Nephrol Dial Transplant. 2024 May 24;40(1):133–50. doi: 10.1093/ndt/gfae118
**Supplement:** gfae118_Supplemental_Files

**Supplemental Table 1.- Primers sequences and Taqman assays**

| Name         | Chemistry | Species | Dye     | Assay identification |
|--------------|-----------|---------|---------|----------------------|
| <i>CCL2</i>  | Taqman    | Human   | FAM-MGB | Hs00234140_m1        |
| <i>CXCL8</i> | Taqman    | Human   | FAM-MGB | Hs01038788_m1        |
| <i>GAPDH</i> | Taqman    | Human   | VIC-MGB | Hs02758991_g1        |
| <i>IL6</i>   | Taqman    | Human   | FAM-MGB | Hs00174131_m1        |
| <i>LTB</i>   | Taqman    | Human   | FAM-MGB | Hs00242739_m1        |
| <i>Gapdh</i> | Taqman    | Mouse   | VIC-MGB | Mm99999915_g1        |
| <i>Kim1</i>  | Taqman    | Mouse   | FAM-MGB | Mm00506686_m1        |
| <i>Il6</i>   | Taqman    | Mouse   | FAM-MGB | Mm00446190_m1        |
| <i>Ngal</i>  | Taqman    | Mouse   | FAM-MGB | Mm01324470_m1        |

| Name               | Chemistry  | Species | Forward sequence (5' to 3') | Reverse sequence (5' to 3') |
|--------------------|------------|---------|-----------------------------|-----------------------------|
| <i>CD40</i>        | SYBR Green | Human   | CACCAGCACAAATACTGCGAC       | GTGTCTGTTTCTGAGGTGGC        |
| <i>CSF1</i>        | SYBR Green | Human   | CTCTCCGCATCCCAGGACAG        | AGACCAACAACAGCAGGGAG        |
| <i>CSF2</i>        | SYBR Green | Human   | TCCTGAACCTGAGTAGAGACAC      | TGCTGCTTGTAGTGGCTGG         |
| <i>CXCL2</i>       | SYBR Green | Human   | GCTTGTCTCAACCCCGCATC        | TCTGGTCAGTTGGATTGCCATTT     |
| <i>CXCL3</i>       | SYBR Green | Human   | CATCCAAAGTGTAATGTAAGGT      | CCATTCTTGAGTGTGGCTATGAC     |
| <i>GADPH</i>       | SYBR Green | Human   | TGCCATGGGTGGAATCATATTGGA    | TCGGAGTCAACGGATTGGTTCGT     |
| <i>LIF</i>         | SYBR Green | Human   | CCACCCATGTCAACAACACC        | CTATTACACAGCCAGGGGG         |
| <i>NFKB1</i>       | SYBR Green | Human   | AGCAGATGGCCATACCTTC         | CAGGTAGTCCACCATGGGATG       |
| <i>TNIP</i>        | SYBR Green | Human   | CCTGAGGAGCAGAATTCACCA       | GCATCAGGTTGCCGTCCT          |
| <i>VCAM1</i>       | SYBR Green | Human   | GGGAAGATGGTCGTGATCCTT       | TCTGGGGTGGTCTCGATTTTA       |
| <i>Acta2/a-Sma</i> | SYBR Green | Mouse   | ACTGGGACGACATGGAAAAG        | GTTCAGTGGTGCCTCTGTCA        |
| <i>Ccl2</i>        | SYBR Green | Mouse   | GATGCAGTTAACGCCCACT         | CCCATTCTTCTTGGGGTCA         |
| <i>Ccl5</i>        | SYBR Green | Mouse   | TGCTTTGCCTACCTCTCCCT        | ACACACTTGGCGGTTCCCTC        |
| <i>Cd40</i>        | SYBR Green | Mouse   | GAGGTCCTACAGAAAGGAACGA      | TGCCCATCACGACAGGAATG        |
| <i>Col1a1</i>      | SYBR Green | Mouse   | ACATGTTCACTTTGTGGACC        | TAGGCCATTGTGTATGCAGC        |
| <i>Csf1</i>        | SYBR Green | Mouse   | AGACTTCATGCCAGATTGCCT       | AAGCGCATGGTCTCATCTATT       |
| <i>Cxcl2</i>       | SYBR Green | Mouse   | CCAACCAACAGGCTACAGG         | GCGTCACACTCAAGCTCTG         |
| <i>Cxcl3</i>       | SYBR Green | Mouse   | CTGCACCCAGACAGAAGTCAT       | ATTATCTGAAGCCTGGGGCCT       |
| <i>Fib</i>         | SYBR Green | Mouse   | GGAGTGGCACTGTCAACCTC        | ACTGGATGGGGTGGGAAT          |
| <i>Fsp1</i>        | SYBR Green | Mouse   | CAGCACTTCCTCTCTTGG          | TTTGTGGAAGGTGGACACAA        |
| <i>Gapdh</i>       | SYBR Green | Mouse   | TGTGTCCGTCGTGGATCTGA        | TTGCTGTTGAAGTCGAGGAG        |
| <i>Klotho</i>      | SYBR Green | Mouse   | GCC CAC AAC CTA CTT TTG GC  | GAT AGA CAC CCG GCC TCC C   |
| <i>Ltb</i>         | SYBR Green | Mouse   | AGGGACGTCGGGTTGAGAA         | AGATGCACGACGGTTTGCT         |
| <i>Nfkb1</i>       | SYBR Green | Mouse   | CCACTGTCAACAGATGGCCC        | TGGGCCTTCACACACATAGC        |
| <i>Tnip</i>        | SYBR Green | Mouse   | AGCTGTCACCAACCGACATC        | GGTAGCAGGATGTACCTGGAC       |
| <i>Tnf-a</i>       | SYBR Green | Mouse   | TGGCCTCCCTCTCATCAGTT        | CTTGGTGGTTTGCTACGACG        |
| <i>Vcam1</i>       | SYBR Green | Mouse   | TTGGGAGCCTCAACGGTACT        | GCAATCGTTTTGTATTACGGGGA     |

How the deposited data were processed for this re-analysis (not part of the article)

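RNA from HK2 cells was measured in 12 libraries, 2 biological replicates in each of the groups Ctrl, TN, PRTN, BUTN, TNPR and TNBU. TNF-α was given at 5 ng/mL for 3 h, propionate at 15 mM and butyrate at 3 mM for 24 h. The deposited values are expected counts per gene, which the authors made by sequencing stranded mRNA libraries, aligning the reads to GRCh38 with STAR and counting them with RSEM on GENCODE release 26. They are estimated counts that were neither scaled to library size nor filtered, and 19.3% of them are not whole numbers. The paper's text gives neither the versions of STAR and RSEM nor the strand setting. Each library is a separate set of values, and replicates were not pooled. Groups were taken from the label of each library and from the paper's text and legends.

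Counts were read as deposited and tested with limma 3.58.1 in R 4.3.3, without rounding. Genes were kept where the geometric mean over the 12 libraries of the count with 1 added, minus 1, was at least 1, which removed 33936 genes. TMM factors came from edgeR 4.0.16. The voom weights, a mean for each of the 6 groups, moderated statistics (prior degrees of freedom 6.12) and Benjamini-Hochberg adjustment over the 24342 kept genes gave the calls, at a fold change over 1.5 and an adjusted p under 0.05. For SCFA groups against TN, calls at a fold change over 2 were also counted. The contrasts were TN and each SCFA group against Ctrl, each SCFA group against TN, propionate against butyrate at each time, the later against the earlier time for each SCFA, and the difference of these differences. A TNF-α-induced gene was one called up in TN vs Ctrl. By the paper's definition it was not increased where it had no up call against Ctrl, and the direct contrast with TN was tested beside it. Expression in the text is CPM scaled with the TMM factors, with the SD of 2 replicates. The median standard error of a log2 fold change between SCFA groups was 0.179 to 0.184, and a count of 0 was read as under 3 counts, which covers counting error only.

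Positions come from GENCODE release 44, and gene identifiers without their version matched 57437 of the listed genes. The check on simulated counts, with changed genes of at least 1 CPM only, was also made with DESeq2 1.42.0 and the quasi-likelihood test of edgeR. Both used counts rounded to whole numbers and recovered 86% and 88% of the 2-fold changes, with 11 and 18 false calls.

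The statistical methods, the comparisons, the gene filter, the rule for named genes and all alternatives except a fit of the 8 libraries of Ctrl, TN, TNPR and TNBU were chosen before the data were examined. Tests of an explanation were in part chosen later, as each part below says. The alternatives were edgeR and DESeq2, relative log expression size factors and library size alone as scaling, no filter beyond a count of 1 in 1 library (37730 genes), a literal geometric mean that any 0 removes (19096 genes), the default filter of edgeR (19420 genes), fits of only the groups compared or of only Ctrl, TN, PRTN and BUTN, the replicate number as a block, the unadjusted p, the other fold threshold, the definition of a lowered gene by its call against TN, leaving out each replicate in turn, and other gene and library choices for the principal components. The text names the 16 inflammatory genes that the paper names for HK2 cells, the genes labelled in Figs 3B, 4D and S6, the members of the chromatin remodeling and histone acetylation terms, the receptors and klotho that the paper names, and, per contrast with TN or of TN with Ctrl, the 5 largest rises and falls among called genes with at least 1 CPM in the higher group and no overlap between libraries. Of the largest rises and falls, read-through genes, genes with close paralogs and genes without an established name were left out, and a part of the others is given. Other genes are named as chosen after their values were seen.

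Shared controls were examined by simulating all 12 libraries 20 times from negative binomial counts, with the SCFA groups drawn from TN or from Ctrl. The groups drawn from Ctrl had no gene called up against it, so they could not test an overlap of the calls, and separate Ctrl libraries served for that test instead. Thinning drew all libraries down to the size of the smallest. Lists of 30 macrophage and 30 lymphocyte genes served to look for RNA of other cells, and their results for single genes are not reported here. The replicate numbers were not used as pairs, since the deviations of same-numbered libraries from their group means correlated from -0.0334 to 0.0670 over the 15 pairs of groups, with 0 of them over 0.1. The Gene Ontology enrichment of the paper was not repeated, and of its supplementary tables the gene lists and term members were used.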

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

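In this part the thinning of libraries for genes without counts, the use of the fits of only the groups compared to test the spread of TNPR and TNBU, the reading of the time since TNF-α, the library sizes of PRTN and BUTN and the lists of cell type genes are tests that were chosen only after the result was seen, and the comparisons between groups and those fits themselves are not.

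A direct test found genes that differ between SCFA treatment after and before TNF-α. There were 39 between TNPR and PRTN and 65 between TNBU and BUTN, out of 24342. The paper does not report this test. The counts rest on a spread shared by all 12 libraries. Among genes with a mean over 10 CPM, the replicates of TNPR and TNBU differed more, by the median absolute log2 difference, than those of the other groups. In fits of only the groups compared, 11 of the 104 calls remained (7 with propionate, 4 with butyrate), and LCN2, SAA1, ICAM1 and PLAU were among them for both SCFAs. SAA1 and PLAU were chosen after their values were seen. A fit of so few libraries also called fewer genes in TN vs Ctrl, so for the remaining genes the wider spread of TNPR and TNBU and a true difference cannot be told apart. Of the TNF-α-induced genes, 73.1% were lower in TNPR than in PRTN and 78.5% were lower in TNBU than in BUTN. Cells treated after TNF-α were also collected later after it. Time and order of treatment cannot be told apart here, because the design has no cells kept as long after TNF-α without an SCFA.

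Genes also differed between propionate and butyrate, 41 between PRTN and BUTN and 2 between TNPR and TNBU. Of the TNF-α-induced genes, 80.1% were lower in PRTN than in BUTN. Library size is argued against as the cause, since the libraries of PRTN (33765341 and 32131737 counts) and of BUTN (31307822 and 33851130) overlap in size and the ratio of their means was 1.01. Thinning to an equal size tests nothing for this pair, because it moves both groups alike. Between TNPR and TNBU, 133 of the 186 genes (71.5%) were lower with propionate. The compound and its dose, 15 mM against 3 mM, were varied together, so neither is tested alone.

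Genes without a count in any Ctrl or TN library had at least 3 counts in each of the 8 SCFA libraries for 233 genes, which the paper does not discuss, and the converse held for 2 genes. For single groups, from 743 to 792 genes without a count in TN had at least 3 in both libraries of an SCFA group, and from 43 to 55 the other way. Among the 233, NOVA2 had 103 to 145 counts and CALB2 had 82 to 151 counts over the 8 libraries, and both were chosen after their values were seen. A difference in library size is argued against, since 214 such genes were left after thinning, and 1 for the converse. Reads shared between paralogs were not tested for this list. An effect of the SCFAs on weakly expressed genes stays open as a hypothesis that the design names and that was not tested further.

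Counts of genes typical of macrophages appeared in the libraries of cells treated before TNF-α. HLA-DRA had 16 to 39 counts in each of the 4 PRTN and BUTN libraries and at most 1 in the other 8, and CCL24 had 12 to 35 counts against at most 2. Both were chosen after their values were seen, as were LYZ, with 17.5 to 51.9 counts against at most 12, MRC1, with 5 to 13 counts against at most 1, CYBB, with 17 to 44 against at most 3, PLA2G7, with 7 to 10 against 0, S100A9, with 6 to 16 against at most 1, S100A8, with 3 to 8 against 0, and MPEG1, with 3 to 10.0 against at most 2. Macrophages or other myeloid cells express these genes, so they go with RNA of such cells, but genes picked for the pattern do not test it. PTPRC, looked at with them, had 1 to 5 counts in the 4 libraries against at most 1, so its ranges met. Of the abundant macrophage transcripts, CD74 had 3916 to 4325 counts against 1194 to 4438 and FTL had 22623 to 25465 counts against 18496 to 25268, but HK2 cells express both, which would hide a small share. Of a further list of 30 macrophage genes, 3 were higher in each of the 4 libraries than in each of the other 8, and of 30 lymphocyte genes 0 were so, against 1.00% of all genes with counts. In both Ctrl libraries 3 genes of each list had at least 3 counts, no gene is on both lists, and 1 macrophage gene is among those the study picked from these libraries. RNA of macrophages in these 4 libraries and expression by the treated cells cannot be told apart, because the counts are low, the genes above were picked for the pattern and the list gave few genes. Among the genes that differ between treatment after and before TNF-α, 4 with propionate and 5 with butyrate are of this kind, so those calls share the doubt.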

How the results depend on the processing

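In this part the fit of the 8 libraries of Ctrl, TN, TNPR and TNBU and the test for the spread of TNPR and TNBU were chosen only after the result was seen.

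Relative log expression size factors, the default filter of edgeR and the definition of a lowered gene by its call against TN moved none of the counts, shares and medians they applied to outside the limits of 1.5 times for a count and of the replicate spread for a median, except that the default filter of edgeR lowered the falls in TNPR vs PRTN from 26 to 17. No median over the TNF-α-induced genes changed sign with edgeR, DESeq2, the other scalings, the replicate block or each replicate left out in turn. These medians were not computed under the other alternatives. No followed log2 fold change of a named gene changed sign under the alternatives in which it was followed.

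With only the libraries of the groups compared in the fit, 79 genes were up and 12 down in TN vs Ctrl, where fewer samples give a less certain spread. The TNF-α-induced genes not increased were then 61 in PRTN, 56 in BUTN, 63 in TNPR and 62 in TNBU, and those lower than in TN were 57, 52, 58 and 58. Both SCFAs shared 56 of them before and 61 after TNF-α, the latter being 95.3% of either set and 96.8% of the TNPR set. All 4 groups shared 56 genes not increased and 51 lower than in TN. The direct comparisons gave 178 genes for PRTN and BUTN, 0 for TNPR and TNBU (473 at an unadjusted p under 0.05), 7 for TNPR and PRTN and 4 for TNBU and BUTN. The cause of the higher count for PRTN and BUTN was not tested.

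With the unadjusted p, a less strict threshold by construction, 527 genes were up and 719 down in TN vs Ctrl. The genes not increased were 294 in PRTN, 283 in BUTN, 291 in TNPR and 297 in TNBU, and those lower than in TN were 196, 179, 195 and 197. Both SCFAs shared 253 before TNF-α (78.1%, and 89.4% of the BUTN set) and 261 after it (79.8%, and 87.9% of the TNBU set), and all 4 groups shared 218 not increased and 132 lower. The direct comparisons gave 854 genes for PRTN and BUTN, 719 for TNPR and TNBU, 943 for TNPR and PRTN, 1033 for TNBU and BUTN and 694 for the difference of the differences.

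With a fold change over 2 in place of 1.5, which is stricter, 67 genes were up and 40 down in TN vs Ctrl. Falls against Ctrl numbered 2339 in PRTN, 1868 in BUTN, 2296 in TNPR and 2132 in TNBU. The genes not increased were 44, 37, 50 and 46, and those lower than in TN were 30, 28, 35 and 32. Both SCFAs shared 37 before and 44 after TNF-α, and all 4 groups shared 34 not increased and 26 lower. The direct comparisons gave 6 genes for PRTN and BUTN, 1 for TNPR and TNBU, 23 for TNPR and PRTN and 30 for TNBU and BUTN. With 1.5 in place of 2 for the SCFA groups against TN, falls numbered 4057 in PRTN, 3613 in BUTN, 4117 in TNPR and 4027 in TNBU, with 3536 shared by TNPR and TNBU and 3232 by PRTN and BUTN.

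The literal geometric mean, which tests fewer genes, lowered the rises by over 2-fold against TN to 2903 in PRTN, 2816 in BUTN, 3054 in TNPR and 3054 in TNBU, with 2730 shared by TNPR and TNBU and 2513 by PRTN and BUTN. Without a filter, PRTN and BUTN differed in 75 genes, TNPR and TNBU in 13, and the difference of the differences was called for 1. The shared part was then 95.8% of the BUTN set and 93.8% of the TNBU set. DESeq2 gave 27 genes for PRTN and BUTN, 9 for TNPR and TNBU and 4 for the difference of the differences. The edgeR test gave 25 genes for TNPR and PRTN and 1 for the difference of the differences. The cause was not tested for these changes without a filter, with DESeq2 and with edgeR.

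The libraries in the fit mattered for the spread. TN vs Ctrl had 316 calls with all 12 libraries, 443 with Ctrl, TN, PRTN and BUTN, and 224 with Ctrl, TN, TNPR and TNBU, of which 68 were falls. This is consistent with the larger spread between the TNPR and TNBU replicates as the reason why all 12 libraries give fewer calls than the first set of 8. PRTN and BUTN differed in 144 genes with that first set. With the replicate number as a block, 185 genes were up and 135 down in TN vs Ctrl and 27 differed between PRTN and BUTN, of which 6 were higher in PRTN, against 10 without the block. The block moved no other count, share or median past its limit. For the block the cause was not tested.

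Library size as the sole scaling shifted the median log2 fold change of all genes by 0.16 in PRTN vs TN, 0.15 in BUTN vs TN, 0.17 in TNPR vs TN and 0.20 in TNBU vs TN, and by 0.10, 0.10, 0.12 and 0.14 against Ctrl. Over the TNF-α-induced genes the medians were then -0.62 in PRTN, -0.44 in BUTN, -0.73 in TNPR and -0.64 in TNBU, which these shifts account for. The share of rises among the calls went from 58.9% to 44.3% in TN vs Ctrl (144 up and 181 down), from 60.9% to 71.2% in BUTN vs TN, from 59.6% to 69.8% in TNPR vs TN and from 60.2% to 72.0% in TNBU vs TN.

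With each replicate left out in turn, the median over the TNF-α-induced genes ran from -0.82 to -0.75 in PRTN, from -0.62 to -0.53 in BUTN, from -0.96 to -0.89 in TNPR and from -0.89 to -0.81 in TNBU. The first principal component held 82.7% of the variance with the 500 most variable genes, 61.0% with all 12 libraries and 60.3% with scaled genes, and the second held 4.18%, 4.89% and 10.7%. These alternatives analyse other genes, other libraries or other weights of genes by construction.

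For the named genes, each pair of a gene and a contrast was followed. Of 883 pairs, edgeR weakened 42 calls, library size alone 33, no filter 34, the block 32, relative log expression size factors 8 and the fits of only the groups compared 114. DESeq2 weakened 46 of 823, the default filter of edgeR 10 of 871 and the literal geometric mean 7 of 738, and the fits of 8 libraries 4 of 426 and 6 of 395. Leaving out a replicate moved 192 of the 883 pairs beyond their error. The value of CSF2 in TNPR vs TN moved from -6.15 to -7.47 or -4.96 without 1 of its TNPR libraries, as its TNPR libraries stood at 3.79 and 0.672 CPM. Depth limits what can be said of the SCFA receptors, since FFAR2 had 1 to 9.15 counts in a library, FFAR3 at most 1 and HCAR2 at most 8, near the floor of 3 counts.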

Differences from the paper's values

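No test in this part was chosen only after the result was seen except the fit of Ctrl, TN, TNPR and TNBU, which closed no gap.

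The paper reports 338 genes up in TN vs Ctrl, and 186 were called here. Among the alternatives set before the data were examined, the fit of the 8 libraries of Ctrl, TN, PRTN and BUTN came within 1.5 times, with 248 genes. The others did not, with 197 for edgeR, 189 for DESeq2, 197 for relative log expression size factors, 144 for library size alone, 192 without a filter, 207 for the literal geometric mean, 194 for the default filter of edgeR, 79 for the groups compared alone, 185 for the replicate block, 527 for the unadjusted p and 67 for the 2-fold threshold.

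The paper reports 448 genes down in TN vs Ctrl, and 130 were called here. None of the alternatives set before the data were examined came within 1.5 times, and the nearest were 195 for the fit of Ctrl, TN, PRTN and BUTN and 719 for the unadjusted p.

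For rises in BUTN vs Ctrl the paper's value is about 3500 in Fig. 3C, read by eye, and 5352 were called here. Within 1.5 times were edgeR with 5210, DESeq2 with 4354, the literal geometric mean with 3935, the default filter of edgeR with 4452, the groups compared alone with 5197 and the 2-fold threshold with 4143. Relative log expression size factors, library size alone, no filter, the fit of Ctrl, TN, PRTN and BUTN, the replicate block and the unadjusted p were not.

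For rises over 2-fold against TN the paper's values are about 2600 in TNPR (Fig. S6A), about 2600 in TNBU (Fig. S6B) and about 2400 in both (Fig. S6C), read by eye, and 4715, 4775 and 4135 were called here. DESeq2 with 3631, 3719 and 3306, the literal geometric mean with 3054, 3054 and 2730 and the default filter of edgeR with 3843, 3814 and 3496 came within 1.5 times, as did the groups compared alone for both together, with 3503. The other alternatives set before the data were examined did not, nor did the groups compared alone for TNPR (4132) and TNBU (4173).

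In the volcano plots of Figs 3B, S6A and S6B, the falls lie at negative linear fold changes and the rises at log2 fold changes, so falls are compared here on the linear scale. The paper's fold change of CSF2 is about -17 in TNPR (Fig. S6A) and about -34 in TNBU (Fig. S6B), read by eye, against -71.2 and -107 here, or -6.15 and -6.74 on the log2 scale. None of the alternatives set before the data were examined closed either gap, and with all libraries of both groups they ranged from -72.6 to -51.9 in TNPR and from -109 to -93.5 in TNBU. With each replicate left out in turn the values ran from -178 to -31.1 in TNPR, which came nearest to the paper's, and from -133 to -87.8 in TNBU.

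Some genes that Fig. 3B or the text gives as changed in TN vs Ctrl were not called here, each with the paper's direction. They were TNFSF10 (log2 fold change 0.70), PTPN7 (2.28), TNF (1.73), IQSEC3 (-1.53), LIX1 (-1.43) and EPN3 (-2.17). The fit of Ctrl, TN, PRTN and BUTN called each of them but IQSEC3. The edgeR test called TNF, LIX1 and EPN3, DESeq2 called TNF, no filter called TNFSF10, the literal geometric mean called PTPN7 and EPN3, and the groups compared alone called TNFSF10 and TNF. No alternative called IQSEC3. The unadjusted p was under 0.05 for each of them but IQSEC3.

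The text gives the SCFAs as lowering its 16 inflammatory genes, and 16 of them were called lower than TN in PRTN, 15 in BUTN, 16 in TNPR and 16 in TNBU. CXCL8 in BUTN was the exception, lower by a log2 fold change of -0.49, which is under 1.5-fold, and none of the alternatives called it.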

Other observations

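In this part the tests for GC content, the count floor and the Ctrl libraries shared by the comparisons, and the use of the fit without a gene filter and of the genes called lower than Ctrl in BUTN as tests, were chosen only after the result was seen, and the other tests, with the thinning for rises and falls among them, were not.

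The TNF-α-induced genes were picked with the same TN libraries against which the SCFA groups are set, which alone can make them look lower. To test this selection, 150 genes over 1.5-fold higher in 1 TN library than in 1 Ctrl library, with a mean over 10 CPM, were set against the other TN library. In PRTN, TNPR and TNBU their median was lower than in nearly all of 10000 lists of genes with matched expression, at the 0.53 percentile or under for either choice of TN library, which argues against selection as the whole cause. In BUTN the percentile was 0 with the one choice and 15.07 with the other, so this test does not decide for BUTN. Another value does for part of the genes, since 41 of the 186 were called lower than Ctrl in BUTN, a comparison that the TN libraries do not enter, which argues against selection as the cause for these 41. For the other genes in BUTN the test with separate TN libraries cannot tell selection and a decrease apart, because the 2 choices of TN library disagree. In the simulations with BUTN drawn from TN, selection was at work too. There 0 induced genes were called lower than TN, but no gene truly differed from TN, so the adjustment passes few genes and the 0 decides nothing. At an unadjusted p under 0.05, on average 7.46% were lower, against 90 of 186 at an adjusted p under 0.05 in the data. The unadjusted share argues against selection as the whole cause of the 90 calls, but the simulated spread is itself an assumption. The matched lists themselves had medians from -0.16 to -0.11.

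The calls against Ctrl share the Ctrl libraries, which could create an overlap of genes up in TN and in an SCFA group. To test this, genes over 1.5-fold higher in TN than in 1 Ctrl library, with a mean over 10 CPM, were set against the other Ctrl library. There were 144 such genes with the one choice of library and 129 with the other. Against the other Ctrl library, 36.8% and 36.4% of them were over 1.5-fold higher in PRTN and 38.2% and 42.6% in BUTN, against medians of 14.6% to 17.4% in 10000 lists of genes with matched expression, which puts each share at the 100 percentile of the lists. This argues against chance values of the shared Ctrl libraries as the whole cause of the 67 and 80 TNF-α-induced genes still up in PRTN and BUTN.

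Rises over 2-fold against TN outnumbered falls in each SCFA group. The tables argue against several technical causes of the whole excess, each by the lowest ratio of rises to falls over the 4 groups. Within classes of gene length this ratio was 1.71, within classes of GC content 1.38, after thinning to an equal library size 1.79, without the gene filter 1.87, and among genes at 1 to 10 CPM averaged over TN and the SCFA group, well above the count floor, 2.10. The ratio followed GC content in each group, from 1.38 in the lowest to 2.69 in the highest class in PRTN, so part of the excess may go with it. Above 10 CPM there was no excess with TMM factors, while library size as the sole scaling gave an excess in each group and relative log expression size factors left BUTN near equality, at 1.01, so the scaling stays open for that class. An effect of the SCFAs is the explanation that the design names, and it was not tested apart from these.

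Some TNF-α-induced genes were higher with the SCFAs than in TN, 25 of the 186 (13.4%) in at least 1 group. By group there were 19 in PRTN, 23 in BUTN, 16 in TNPR and 20 in TNBU, and these counts depended on the method. They were 29, 34, 26 and 31 of 197 induced genes with edgeR, and 31, 35, 27 and 31 of 189 with DESeq2. With only the groups compared in the fit they were 5, 7, 3 and 6 of 79. CCL20 rose from 56.6 CPM in Ctrl to 214 in TN and stood at 913 in PRTN, 992 in BUTN, 693 in TNPR and 717 in TNBU. TNF, which was not called in TN vs Ctrl, stood at 3.38 CPM in Ctrl, 11.2 in TN, 105 in PRTN, 79.5 in BUTN, 50.9 in TNPR and 38.6 in TNBU, and was called higher than TN in each of these 4 groups. The TNPR value of TNF rests on replicates that lie far apart, as leaving 1 library out put its log2 fold change against TN between 1.44 and 2.66.

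KL, the klotho gene, had 88 and 88 counts in Ctrl, 114 and 131 in TN and 13 to 33 in the SCFA libraries, with log2 fold changes against TN of -2.54 in PRTN, -2.84 in BUTN, -2.41 in TNPR and -3.10 in TNBU.

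The study's list of TNF-α-induced genes was held with 337 names, of which 325 matched a tested gene. Of these 165 were called up here, 250 were over 1.5-fold higher at an unadjusted p under 0.05 and 321 were over 1.5-fold higher at any p. Against TN, 115 of the 325 genes were lower and 73 higher in PRTN, and 104 were lower and 78 higher in BUTN. The study's signature common to both SCFAs was held with 102 names, of which 97 matched and 80 were called up in TN. Of the 97, 94 were lower than TN in PRTN and 91 in BUTN. The study picked these lists from the same libraries. The sheets of genes lowered by propionate and by butyrate were held with 167 names each and were identical, so they were not compared.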
